# HSFA1a modulates plant heat stress responses and alters the 3D chromatin organization of enhancer-promoter interactions

**DOI:** 10.1038/s41467-023-36227-3

**Published:** 2023-01-28

**Authors:** Ying Huang, Jing An, Sanchari Sircar, Clara Bergis, Chloé Dias Lopes, Xiaoning He, Barbara Da Costa, Feng-Quan Tan, Jeremie Bazin, Javier Antunez-Sanchez, Maria Florencia Mammarella, Ravi-sureshbhai Devani, Rim Brik-Chaouche, Abdelhafid Bendahmane, Florian Frugier, Chongjing Xia, Christophe Rothan, Aline V. Probst, Zouine Mohamed, Catherine Bergounioux, Marianne Delarue, Yijing Zhang, Shaojian Zheng, Martin Crespi, Sotirios Fragkostefanakis, Magdy M. Mahfouz, Federico Ariel, Jose Gutierrez-Marcos, Cécile Raynaud, David Latrasse, Moussa Benhamed

**Keywords:** Chromatin structure, Plant molecular biology

## Abstract

The complex and dynamic three-dimensional organization of chromatin within the nucleus makes understanding the control of gene expression challenging, but also opens up possible ways to epigenetically modulate gene expression. Because plants are sessile, they evolved sophisticated ways to rapidly modulate gene expression in response to environmental stress, that are thought to be coordinated by changes in chromatin conformation to mediate specific cellular and physiological responses. However, to what extent and how stress induces dynamic changes in chromatin reorganization remains poorly understood. Here, we comprehensively investigated genome-wide chromatin changes associated with transcriptional reprogramming response to heat stress in tomato. Our data show that heat stress induces rapid changes in chromatin architecture, leading to the transient formation of promoter-enhancer contacts, likely driving the expression of heat-stress responsive genes. Furthermore, we demonstrate that chromatin spatial reorganization requires HSFA1a, a transcription factor (TF) essential for heat stress tolerance in tomato. In light of our findings, we propose that TFs play a key role in controlling dynamic transcriptional responses through 3D reconfiguration of promoter-enhancer contacts.

## Abstract (web summary)

Here the authors show genome-wide chromatin changes and transcriptional reprogramming occur in response to heat stress in tomato, leading to the transient formation of promoter-enhancer contacts to drive the expression of heat-stress responsive genes. Furthermore, they show chromatin spatial reorganization requires HSFA1a, a transcription factor (TF) essential for heat stress tolerance in tomato.

## Introduction

The linear conception of the genome has been replaced by an emerging understanding of the highly complex and dynamic 3D organization of chromatin within the nucleus^1–3^. Chromatin is a compact, multiscale-organized, and dynamic structure: in eukaryotes, DNA is wrapped around histones octamers (H3, H4, H2A, H2B)^4^, and this structure folds again to form chromatin loops, domains and territories, organizing the genome at multiple scales^5^. Chromosomes occupy defined territories inside the nucleus, as revealed by three-dimensional -fluorescence in situ hybridization (3D-FISH) methods and by high-throughput chromosome conformation capture (Hi-C) that show preferential interactions of each chromosome with itself^3,6^.

In mammals, chromosomes are further organized into topologically associating domains (TADs), genomic regions that preferentially form contacts with each other rather than with surrounding sequences. TADs have been proposed to allow coordinated regulation of genes situated inside the TAD by allowing contact with distal regulatory sequences with in the TAD and limiting their access to sequences outside of the TAD; although this model is still under debate^7^. TAD associations form “chromatin compartments”. Active (A) compartments represent active chromatin defined by active histone marks, a high density of genes, and an elevated transcription rate supported by high RNA polymerase II (RNAPII) activity. In contrast, B compartments represent inactive chromatin defined by repressive histone marks, DNA methylation, and an increased number of transposable elements^8,9^. At a smaller scale, the formation of chromatin loops brings together distal regulatory sequences with promoter regions, or isolates them from promoters^10^. These short and long-range interactions modulate the expression of neighbouring and distant genes^11^. Chromatin loop may involve self-interacting transcription factors (TFs), that bring together the genome regions they bind^12,13^.

All these organizational levels have been defined in animals and observed in plants: A and B compartments alternate along the genome, with A compartments predominantly in telomeric regions and B compartments in pericentromeric regions in various crop species^9,14^. However, plant chromatin organization shows several differences from that in animals. First, plant TAD-like structures represent only about 25% of the rice (*Oryza sativa*) genome^15^ compared to 75% for humans^16^. However, this low number of TADs in rice be a consequence of how we currently define TADs and may not reflect the characteristics of plant genomes^17^. Likewise in wheat (*Triticum aestivum*), TAD-like structures correspond to large heterochromatin domains highly enriched in transposable elements, rather than to groups of co-regulated genes^3^. The term “intergenic condensed spacers” (ICONS) has been proposed to describe these structures, as they seem to condense silent chromatin to allow loop formation between genes located outside of the ICONS, forming transcription factories. Second, mechanisms controlling chromatin folding differ between plants and animals. In animals, cohesin complexes extrude chromatin via their ring-like shape until the chromatin binds at two convergent CTCF proteins at specific CTCF binding sites that define TAD boundaries^18^. However, plant genomes apparently lack CTCF homologues, therefore how TAD-like domains are structured in plants is unclear.

Although the overall structure of chromatin architecture is very robust across organs and growth conditions, detailed analyses of chromatin folding revealed it can be modulated during development^19^, depending on cell type^20^ or in response to changes in environmental conditions^21^. In plants, some changes in chromatin architecture in response to various stresses likely coordinate global transcriptome modifications for appropriate cellular and physiological responses. The importance of chromatin conformation for gene regulation in response to environmental stress in *Arabidopsis thaliana* has been well documented^21,22^. However, whether and how stress induces chromatin reorganization in crops is less understood, and only a few studies have examined the plant response to temperature changes. Rice chromosomes decondense under cold stress, decreasing long-range interactions above 1 Mb and increasing A-B compartment interactions^15^. Conversely, exposure to heat stress reduces short-range interactions between A-B compartments, as A-A and B-B compartment interactions decrease^15^.

Gene expression is also controlled by establishment or dissociation of interactions between distal regulatory elements (REs) and promoters, such as enhancer-promoter interactions. In plants, such long-range interactions between promoters and distal regulatory sequences are most prominent in species with large genomes, such as maize (*Zea mays*)^23,24^. Modulating these interactions in response to stress is likely functionally relevant, as has been shown in Drosophila^25^ and human cells^26^, but remains largely unexplored in plants.

Here, we studied the chromatin-based regulation of RE-promoter contacts and how nuclear DNA reorganization affects gene expression. To this end, we captured the temporal dynamics of these contacts using a time-course analysis in tomato (*Solanum lycopersicum*) during heat stress (HS). We find that HS induces profound changes in chromatin accessibility, as well as dynamic interactions between promoters and distal REs. We further show that the Heat Shock Factor (HSF) TF HSFA1a, a master transcriptional regulator of heat stress responses in plants^27^, plays a key role in the dynamic formation of promoter-enhancer contacts in response to heat at several loci. Together, these results allow us to propose a model in which changes in chromatin accessibility and binding of HSFA1 promote the formation of promoter-enhancer contacts to induce gene expression in response to HS.

## Results

### Tomato chromatin is highly compartmentalized and organized around transcription factories

To explore tomato chromatin architecture, we performed an immuno-detection experiment on interphase somatic nuclei using antibodies directed against two different histone modifications, histone H3 lysine 9 acetylation (H3K9ac) and histone H3 lysine 27 monomethylation (H3K27me1), associated with transcriptionally active chromatin and constitutive heterochromatin, respectively. Immuno-staining revealed these marks were not homogeneously distributed in the nucleus, indicating distinct euchromatin and heterochromatin compartments in tomato: euchromatin occurred in the centre of the nucleus while constitutive heterochromatin occurred at the nuclear periphery (Fig. 1a, Supplementary Fig. 1).

**Fig. 1:**
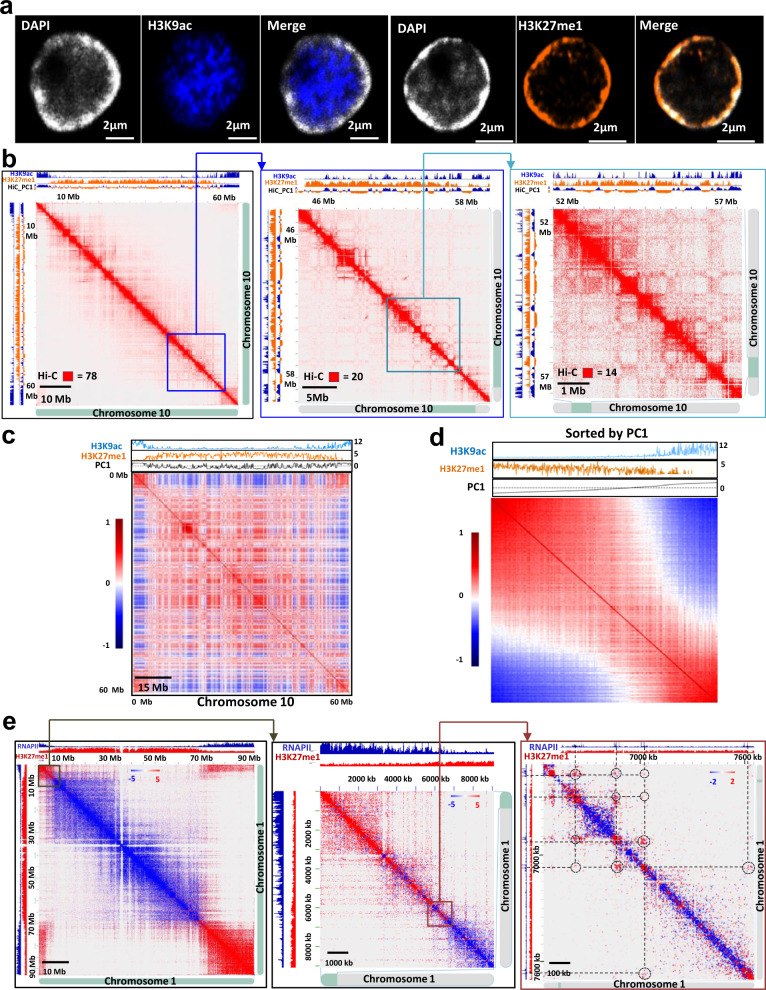
Tomato chromatin architecture displays a strong compartmentalization and is organized around transcription factories. **a** Immunofluorescence detection of H3K9ac (blue) and H3K27me1 (orange) histone modifications and DAPI staining (grey) in an isolated tomato nucleus. 3 times each experiment was repeated independently with similar results. **b** Chromosome 10 Hi-C interaction matrix at increasing levels of resolution. H3K9ac ChIP-seq signal (blue) and H3K27me1 signal (orange) were aligned with the maps to highlight the correlation with compartmentalization in tomato. **c** Pearson correlations of distance-normalized Hi-C interaction frequency maps of chromosome 10. The ChIP-seq signal for H3K9ac (blue) and H3K27me1 (orange) as well as the -PC1 component from principal component analysis (black) were aligned to the map. **d** Previous interaction matrix with reorganized bins according to their PC1 value. **e** Chromosome 1 interaction matrix obtained by calculating the difference between the RNAPII HiChIP and the Hi-C signal. Red dots are interactions enriched in RNAPII HiChIP compared to Hi-C, and blue dots are interactions enriched in Hi-C compared to RNAPII HiChIP.

To provide a high resolution view of chromatin architecture in tomato, we performed Hi-C, a genome-wide method to detect DNA-DNA physical interactions^8^. We observed a strong signal on the main diagonal, indicating frequent interactions between adjacent loci (Fig. 1b). The Hi-C map also revealed a strong compartmentalization segregating euchromatin and constitutive heterochromatin. To assess the ability of a genomic region to form a specific type of compartmental domain with specific epigenetic features, we generated a Pearson correlation map sorted it by multiple chromatin landscapes. To that end, we reordered the rows and columns of the correlation matrix: instead of arranging according to their position along the linear sequence, we arranged bins by increasing signal of the chosen feature. Notably, when sorted according to PC1 values (discriminating between A and B compartments), the matrix displayed clear segregation of chromosome 10 into two types of compartmental domains (Fig. 1c, d). These results highlight that histone marks strongly correlate with and are predictive of compartmental organization in tomato. In addition, integrating the Hi-C interaction matrix with RNAPII chromatin immunoprecipitation combined with sequencing (ChIP-seq) at different resolutions revealed interaction hotspots between genomic bins containing actively transcribed genes, indicating that tomato chromatin is organized around transcription factories (Supplementary Fig. 2). We performed immunostaining experiments using an anti-RNAPII antibody and observed RNAPII foci (Supplementary Fig. 1b). To further validate the presence of transcription factories, we performed a HiChIP experiment, a sensitive method to analyze protein-centric chromosome conformation, using an anti-RNAPII antibody^3^. These analyses confirmed that active chromatin in tomato is largely organized around transcription factories (Fig. 1e), as previously described in wheat^3^.

### Heat stress strongly affects global chromatin organization

To understand the impact that environmental stress has on tomato chromatin 3D organization and gene expression, we focused our analysis on HS, which affects both components in different plant species^22,28^. To this end, we exposed tomato plants to high heat for 1 and 6 hours (Supplementary Fig. 3), these time points were selected based on the expression of the HS early response gene *HSFA2* that peaked after 1 h of exposure and returned to basal level after 4 to 8 h (Supplementary Fig. 4). We next performed RNA-seq to obtain a global view of the changes in gene expression induced by HS. We found that compared to control conditions, one hour of HS induced the expression of genes known to be involved in HS responses (Supplementary Fig. 5a). To visualize dynamic gene expression patterns, we applied an unsupervised, self-organizing map (SOM) machine-learning approach^29^ to reveal correlations between differentially expressed genes (DEGs) in multiple treatments (Supplementary Fig. 5b). Notably, this analysis revealed that a large part of DEGs after one hour of HS reverted their expression to their original expression levels after six hours (Supplementary Fig. 5c, d). To determine the extent to which chromatin architecture is affected by HS in tomato, we measured nuclei size after 0, 1, 6 h of HS and found that nuclei increased size after heat treatment (Supplementary Fig. 6).

To test if chromatin architecture reorganization and gene expression changes under heat stress are correlated, we performed Hi-C experiments using the same conditions employed for the transcriptomic analysis. To define the effects of HS on chromatin architecture, we measured the relative interaction differences at a 100-kb resolution (Fig. 2a). Visual inspection revealed that in plants exposed to HS, the interactions within constitutive heterochromatin were reduced whereas almost no changes were observed within euchromatin. To quantify these effects, we generated scaling plots of interaction frequencies against genomic distance at a 100-kb resolution on control and heat stressed plants. We found that HS caused a decrease of chromatin interactions in constitutive heterochromatin regions whereas chromatin interactions in euchromatin were enhanced (Fig. 2b, c, Supplementary Fig. 7). These observations suggest that heat negatively affects the strength of the compartmentation in constitutive heterochromatin, and positively affects it in euchromatin. Nevertheless, we cannot rule out the possibility that the slight increase in the number of interactions detected in euchromatin could be a mere consequence of the reduction in heterochromatin interactions, which would mechanically increase the sequencing depth for euchromatic interactions. To test this, we generated saddle plots to measure the degree to which A (euchromatin) and B (constitutive heterochromatin) compartments segregate in the nucleus. We found that HS positively affected the A–A interactions and negatively affected the B–B interactions (Fig. 2d, Supplementary Fig. 8). However, we integrated RNA-seq and Hi-C data at a 5 kb resolution across the HS time course and found that HS DEGs resided in domains in which the resolution of our Hi-C does not allow to observe major changes (Fig. 2e), suggesting that regulatory dynamics may occur via intradomain contacts. To test this hypothesis, we used ATAC-seq which identifies accessible chromatin sites to identify putative REs that may physically interact with promoters of HS DEGs (Fig. 2f–k, Supplementary Fig. 9). To visualize the dynamics of chromatin accessibility patterns across the entire HS time course, we applied an unsupervised, SOM machine-learning approach^29^ (Fig. 2f). The chromatin accessibility pattern was dynamically modified by heat stress and exhibited temporal changes in RE activation. Since these regulatory sequences can be hundreds to thousands of base pairs upstream or downstream of the gene they regulate, a simple association between chromatin accessibility and gene expression may not be always accurate. Therefore, we thus classified all the accessible chromatin peaks into two categories: those within 1.0 kb upstream of transcription start sites (TSS-proximal) and those found further away from genes (TSS-distal). We focused our analysis on TSS-proximal peaks. Using a clustering approach based on the level of chromatin accessibility, we identified five clusters (I to V) (Fig. 2g). Chromatin accessibility is necessary, but not sufficient, to induce gene expression, which is also determined by histone modifications and the availability of recruited TFs^30^. We found that the accessibility of proximal REs correlated positively with gene expression (Fig. 2h, i). The ATAC-seq time-course analysis can uncover sequential TF binding based on characteristic chromatin footprints. We therefore used the accessible chromatin data from the HS time course to determine the hierarchical gene regulation networks modulated by heat (Fig. 2i). We found that Heat Stress Transcription Factors (HSF) and other TF families (ERF, Myb-related and AP2) were upregulated only shortly after HS (Fig. 2j) while that TFs from the C2H2, Homeobox and TCP families were downregulated after 1 hour of HS. Moreover, we generated hierarchical TF networks by taking into account changes in gene expression as well as the presence of specific TF binding sites in their promoter region. We found that the chromatin accessibility at specific TF-binding motifs, which reflects the TFs activity, coincided with altered expression of genes harbouring an accessible binding site for this TF in their promoter (Fig. 2k). Altogether, our analyses suggest that sequential activation of TFs controls gene expression during the heat stress response via increased chromatin accessibility: a first wave of transcriptional changes could be controlled by HSF and ERF factors, and would involve early response event, and a second wave would subsequently occur under the control of WRKYs and TCPs.

**Fig. 2:**
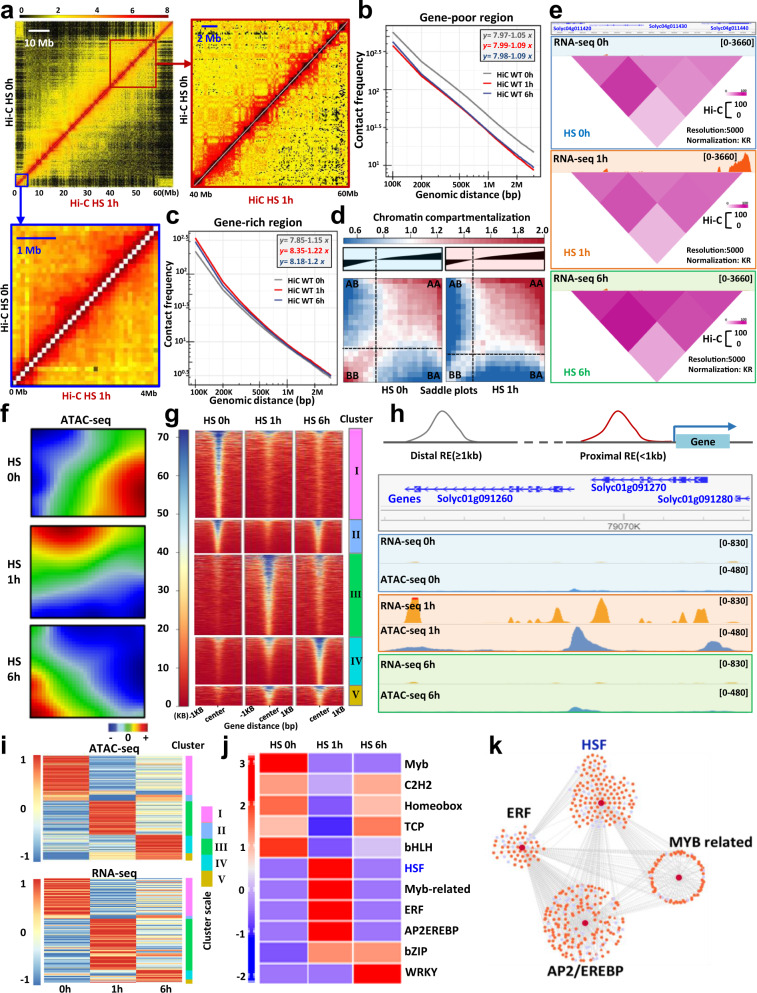
The high-order tomato chromatin organization is strongly affected by heat stress. **a** Chromosome 10 Hi-C interaction frequency heatmap at a 100-kb resolution in control and heat stress conditions (1 h). Each pixel denotes all interactions between any to 100 kb genomic loci from the linear genome. Intensity represents log_2_ normalized contact frequencies. **b** Averaged scaling plot of interaction frequencies against increasing genomic distance for all tomato pericentromeric regions (gene poor region). The genomic bin size is 100 kb. **c** Averaged scaling plot of interaction frequencies against increasing genomic distance for all tomato chromosome arms (gene-rich regions). The genomic bin size is 100 kb. **d** Saddle plots of Hi-C data representing the mean observed interaction frequencies divided by expected interaction frequencies between 20 kb bins. Interactions between A compartments are in the top right, and interactions between B compartments are in the bottom left. **e** Hi-C interaction heat maps at a 5 kb resolution surrounding a genomic region with differential gene expression along the time course analysis. **f** Self-organizing map (SOM) of chromatin accessibility profiles at 0, 1 and 6 h of heat stress. Red areas mark over-accessible chromatin sites, blue areas mark under-accessible chromatin sites. **g** K-means clustering of differentially accessible peaks. **h** Example of proximal regulatory elements (REs) showing correlation between RNA-seq signals and ATAC-seq signals along the time course. **i** Correlation between ATAC-seq and RNA-seq data shown by heatmaps of proximal accessible chromatin sites and corresponding gene expression levels. **j** HOMER DNA-motif enrichment analyses of proximal accessible chromatin peaks. **k** TF network built by integration of RNA-seq and ATAC-seq data. Source data of Fig. 2g are provided as a Source Data file.

### Distal and proximal REs display different chromatin signatures

Active REs are associated with specific histone modifications in mammals (i.e. H3K4me1 and H3K27ac)^31,32^. To determine if a typical chromatin signature differentiates distal and proximal REs in tomato, we performed ChIP-seq under control and HS conditions and analyzed the levels of four histone covalent modifications that have been previously associated with active transcription: H3K4me3, H3K9ac, H3K18ac and H3K27ac. We found that the accumulation of histones with these modifications did not vary significantly under HS (Supplementary Fig. 10). However, we found that nucleosomes flanking accessible proximal REs displayed a high level of H3K9ac, H3K18ac, H3K27ac and H3K4me3 (Fig. 3a, b, Supplementary Figs. 11–13). In contrast, nucleosomes flanking accessible distal REs displayed a high level of H3K9ac and H3K18ac, a moderate level of H3K27ac and low level H3K4me3 (Fig. 3a, b). These data, in combination with chromatin accessibility data, suggested that nucleosomes decorated with H3K9ac and H3K18ac and devoid of H3K4me3 may indicate active enhancer positions in the genome, and could be used to annotate enhancer regions.

**Fig. 3:**
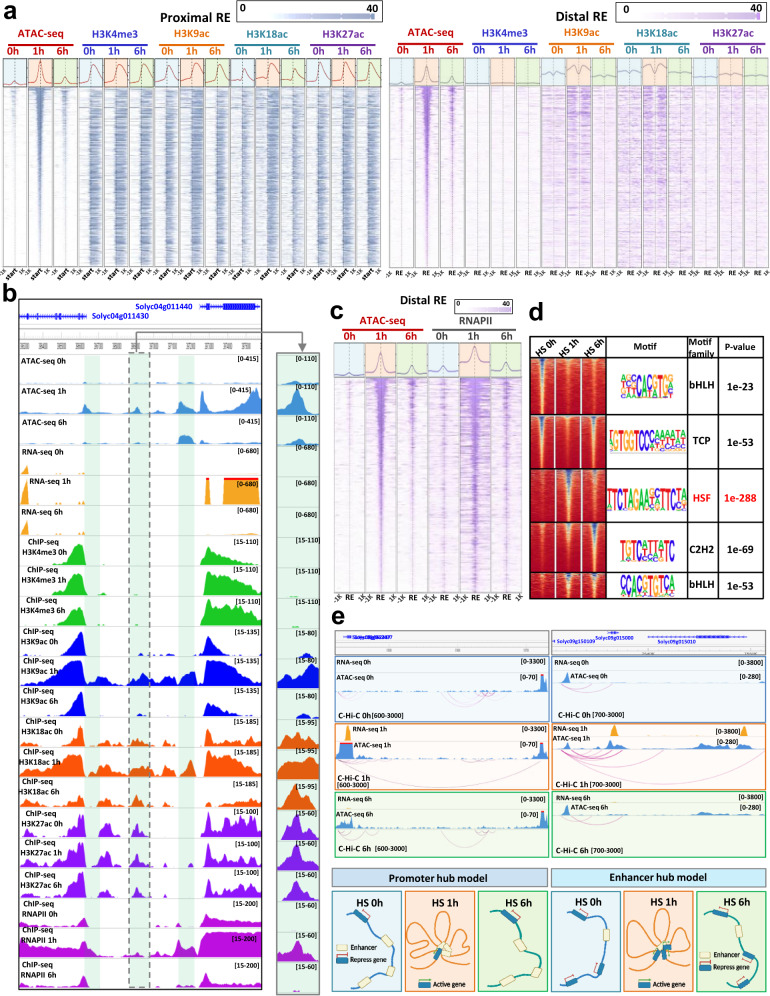
Distal and proximal REs displayed different chromatin signatures. **a** Heatmaps of ATAC-seq and ChIP-seq (H3K4me3, H3K9ac, H3K18ac and H3K27ac) profiles over proximal (grey) and distal (purple) regions at 0, 1 and 6 h of heat stress. **b** Example of a distal regulatory element (RE) and of the histone modifications surrounding it after 0, 1 and 6 h of heat stress. **c** Heatmaps of ATAC-seq signal and RNAPII occupancy over distal REs at 0, 1 and 6 h after heat stress. **d** K-means clustering of distal differentially accessible chromatin regions and the corresponding top enriched motif identified by HOMER (v4.11) for each cluster. Binomial distribution test was used in detected ATACseq peaks. **e** Example of two types of transient chromatin loop formation: a promoter-centric hub and a RE-centric hub. Significant interactions for C-Hi-C and HiChIP-RNPII data were detected with HOMER (v4.11) using cumulative binomial distribution with p value 0.05.

In mammals, it has been reported that distal enhancers recruit RNAPII^33^. We postulated that this feature could also be present at distal active enhancers in plants. To test this hypothesis, we performed RNAPII ChIP-seq on tomato plants subjected to HS and analyzed its accumulation on distal REs specifically active at 1 hour after HS. We identified a large number of RNAPII binding sites near TSSs, but also present at the distal REs identified by our chromatin analyses (Fig. 3c, Supplementary Figs. 14, 15). We then determined motifs associated with these HS-activated distal REs and found that both proximal and distal elements contained motifs for the same TFs, suggesting that the same TFs could bind both proximal and distal REs (Fig. 3d).

### 3D chromatin reorganization transiently induces promoter-RE interactions in response to HS

To determine whether distal REs interact with promoters, we further combined Hi-C with a capture enrichment step (C-Hi-C), a powerful tool to delineate spatial and functional relationships at specific chromatin regions. To this end, we generated a biotinylated RNA bait library specifically targeting 212,735 promoter regions (Supplementary Data 1) and performed a C-Hi-C across the HS time course to reveal the different chromatin associations during HS. As expected, C-Hi-C enables the identification of a large number of chromatin contacts, increasing the resolution of our analysis (Supplementary Fig. 16). Interestingly, we found that in addition to the classical 1 vs. 1 RE-promoter contacts, we observed two types of interactions implicating multiple loci: (i) one promoter interacted with several REs, called “promoter-centric hubs”, and (ii) one RE interacted with several genes, named “RE-centric hubs” (Fig. 3e). To further dissect the properties of RE-promoter contacts, we carried out a differential analysis integrating interaction data from control and HS treatments. This analysis revealed notable dynamic changes between the different types of RE-promoter contacts (Fig. 3e, Supplementary Fig. 17, Supplementary Data 2). Distal REs are thought to be brought into physical proximity to their target promoters via the three-dimensional looping of chromatin mediated by structural proteins such as TFs^34,35^. Therefore, we hypothesized that the strength of a RE-promoter chromatin interaction could be linked to the accessibility of both the RE and the promoter to TFs. To test this, we classified the promoter-associated interactions into three categories: (i) interactions for which neither anchor is not accessible, (ii) interactions for which only one anchor is not accessible, and (iii) interactions for which both anchors are accessible. The strength of interactions in which both anchors are accessible was stronger than the interactions in which only one anchor or no anchors are accessible (Supplementary Fig. 18). Thus, HS induces transient promoter/RE interactions that correlate with an increase in chromatin accessibility at both sites. Together with the observation that both proximal and distal REs are enriched in the same TF binding motifs points these results point to a putative role of DNA binding proteins such as TFs to promote or stabilize these interactions.

Our integrative analyses revealed that the HSF binding motif was over-represented among the REs involved in the promoter-enhancer interactions only after 1 h of HS treatment. The first exhaustive overview of HSF family in plants was described in *Arabidopsis*, where 21 representatives were identified, belonging to three classes (A, B, and C) according to the structural features of their oligomerization domains^36^. Class A HSFs are essential for transcriptional activation, whereas class B and C HSFs have no activator function because they lack the acidic amino acid residue containing motifs^37^. Previous studies have shown that HSFA1a is the master regulator of the transcriptional HS primary response^27,38,39^. Interestingly, previous work in *S. lycopersicum* showed that HSFA1a is both a master regulator of the HS response and basal thermo-tolerance^38^. We thus hypothesized that HSFA1a may be implicated in RE-Promoter interactions during early HS responses. To test this, we first determined HSFA1a binding sites using a TF-DNA binding assay called DNA affinity purification and sequencing (DAP-seq)^40^. This approach revealed a large number (5034) of putative HSFA1a binding sites (Fig. 4a, Supplementary Fig. 19). As expected, these binding sites were preferentially found in the immediate vicinity of the TSS of annotated genes (Supplementary Fig. 20) which were associated with 1,035 HS DEGs (Fig. 4b, Supplementary Fig. 21). Interestingly, a significant part of these potential binding sites was found in chromatin regions that became transiently accessible 1 h after HS (Supplementary Fig. 22). Implementing a de novo motif discovery analysis we found that the HSFA consensus sequence (TCTAGAANNTTCT) was over-represented within the HSFA1a DAP-seq peaks (Fig. 4c). Integrating DAP-seq and transcriptomic data revealed that 65% of the putative HSFA1a target genes that were differentially expressed after 1 h of HS were up-regulated whereas 35% were down-regulated supporting the view that HSFA1a acts primarily as a transcriptional activator (Fig. 4b). Next, we explored the relationship between chromatin accessibility and HSFA1a-enriched loci by integrating ATAC-seq and DAP-seq data (Fig. 4d). A significant proportion of chromatin regions accessible after 1 h of HS displayed HSFA1 binding, whereas this was not the case in chromatin regions that were accessible in control conditions. We then tested whether the strength of spatial contacts between HSFA1a binding sites and distal REs differed in heat stress vs. control conditions. To test this idea, we generated aggregate plots (aggregated C-Hi-C matrices) to quantify the mean of aggregated/stacked C-Hi-C submatrices between HSFA1a–distal RE loops after an observed/expected transformation of the C-Hi-C matrix, for control and HS conditions. These analyses revealed an increase of the strength of the HSFA1a-distal RE contacts after 1 h of HS compared to the control (Fig. 4e, left). Since we previously observed that many distal REs were bound by RNAPII, we performed a HiChIP experiment with an anti-RNAPII antibody to detect and measure the strength of the HSFA1a-distal RE interactions. This analysis revealed an increase of the number and strength of the distal RE-HSFA1a contacts after 1 h of HS compared to the control (Fig. 4e, f). Taken together, our data suggest that HSFA1a plays a major role in RE-promoter interactions.

**Fig. 4:**
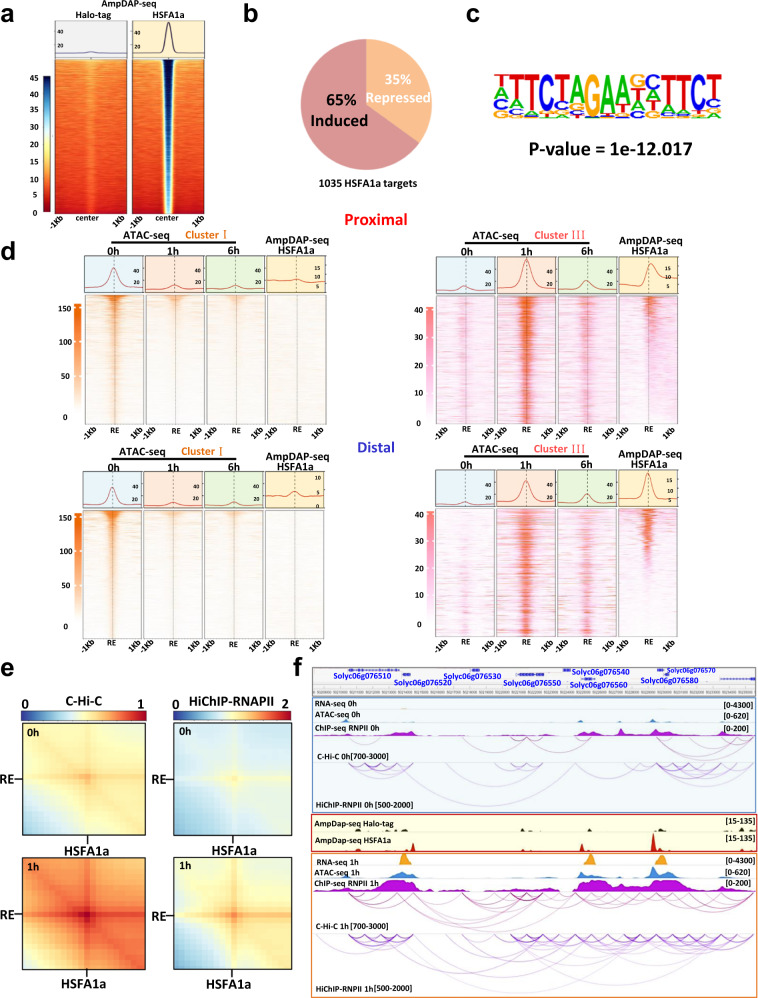
HSFA1a binding sites correlate with anchors of transient promoter-enhancer chromatin loops formed in response to heat stress. **a** Heatmaps of control Halo-tag and HSFA1a density in the region of ±1 kb around the HSFA1a peaks. **b** Proportion of HSFA1a targets that were mis-regulated after 1 h of heat stress compared to the control condition; 65% of HSFA1a targets were upregulated after 1 h of heat stress. **c** Top enriched motif in HSFA1a peaks identified by HOMER (v4.11). Binomial distribution test was used in detected DAPseq peaks. **d** Heatmaps of DAP-seq and ATAC-seq profiles surrounding proximal (top) or distal (bottom) regions accessible only in the control condition (left) or accessible only after 1 h of heat stress (right). **e** Aggregate plots quantifying the mean of aggregated/stacked C-Hi-C submatrices (left) or RNAPII HiCHIP (right) between HSFA1a and distal regulatory element (RE) loops after an observed/expected transformation of the matrix, for control and heat stress conditions. **f** A connection between gained contacts and induction of heat-related genes is exemplified. DAP-seq Halo-tag signal is represented in black and HSFA1a in red. RNA-seq signals are represented by orange peaks, ATAC-seq signals by blue and ChIP-seq signal of RNAPII by purple peaks. Chromatin interactions identified by C-Hi-C are represented by red lines and HiChIP RNAPII by purple lines. Significant interactions for C-Hi-C and HiChIP-RNPII data were detected with HOMER (v4.11) using cumulative binomial distribution with *p*-value 0.05.

### HSFA1a plays a major role in the dynamic formation of promoter-enhancer contacts in response to HS

To determine if the dynamic formation of chromatin loops induced by HS is dependent on HSFA1a activity, we undertook a genetic approach. We used two independent *hsfa1a* knock-down transgenic lines (*hsfa1a-line1 and hsfa1a-line2*) carrying a hairpin RNA construct that downregulates *HSFA1a* expression^27^ (Supplementary Fig. 23). In accordance with previous studies, we found that compared to wild type (WT) plants, *hsfa1a* knock-down transgenic plants displayed strong defects in growth when exposed to HS (Fig. 5a). 

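RNA from the fourth leaf of 4-week-old plants of the cultivar Moneymaker, grown at 24 °C (0 h) or exposed to 45 °C for 1 h, was sequenced as single-end reads from strand-specific libraries. The deposited table holds 18 libraries, 3 of WT and 3 of each hsfa1a line at each time. The paper's methods state 2 biological replicates, and its Supplementary Data 4 lists 3. The deposited table names the lines CS2 and CS3, which the paper's text calls line1 and line2 without pairing the names. The names of the table are used here. The authors trimmed the reads, aligned them to the M82 assembly, kept alignments with a mapping quality of at least 30, removed PCR duplicates and counted the remaining reads over the whole span of each gene with featureCounts, without normalization. According to the header of the table, the counting admitted reads with several alignments and counted a read on overlapping genes on each of them. The limit on mapping quality may already have removed reads with several alignments, and genes with near-identical copies would then be undercounted. Counts of these genes are uncertain in either case. Because duplicates were removed from single-end reads, reads that start at the same position count once. The count of a gene is thus limited by about its length.
Total counts at 0 h were between 2676951 and 3525858 in WT (median 3124850), between 3415113 and 3643803 in CS2 (median 3628991) and between 2762831 and 3529639 in CS3 (median 3121616). At 1 h they were between 2087511 and 2393059 in WT (median 2147711), between 1713285 and 3669618 in CS2 (median 2221333) and between 1792234 and 2334560 in CS3 (median 2079968). The paper reports between 14592621 and 22519199 reads per library (Supplementary Data 4), of which 9.24% to 17.9% appear as counts. The values here use the counts. Following the paper's filter, the 15312 of 35821 genes with at least 50 counts in at least 2 libraries were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment. All 18 libraries entered one fit with 6 conditions, so that every comparison shares one estimate of the spread.
The gene that the hairpin construct targets was examined first in every library. The table lists gene identifiers without names, and HSFA1a was located by gene order as Solyc08g005170.3, on chromosome 8 of the M82 assembly from 127049 to 132599 on the minus strand. Of 15 protein-coding genes around HSFA1A in the RefSeq annotation of the tomato assembly SLM_r2.1, 14 had a counterpart at matching distances from this gene, against 8 for the next best of the 2541 genes on the chromosome. At 0 h its normalized counts (CPM, from edgeR) in replicates 1 to 3 were 84.5, 70.3 and 66.6 in WT, 62.2, 67.3 and 72.8 in CS2, and 90.3, 67.4 and 72.2 in CS3. The log2 fold change against WT was -0.13 in CS2 (standard error 0.153, adjusted p = 1) and 0.06 in CS3 (standard error 0.153, adjusted p = 0.899), both from edgeR. At 1 h the values were 78.1, 71.6 and 61.9 CPM in WT, 86.9, 122 and 110.3 CPM in CS2, and 96.9, 117 and 133 CPM in CS3. The log2 fold changes were 0.60 (standard error 0.158, adjusted p = 0.00672) and 0.72 (standard error 0.159, adjusted p = 0.00303) against WT. Every 1 h library of both lines lay above every WT library (exact permutation test, two-sided, p = 0.0119, the smallest that 84 assignments allow). With single libraries left out the fold changes stayed between 0.50 and 0.82. Counts on HSFA1a were thus not lower in the libraries labelled CS2 and CS3 than in those labelled WT. Such counts cannot tell the native transcript from reads of the hairpin construct. Libraries are named by their labels throughout.

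**Figure D1:**
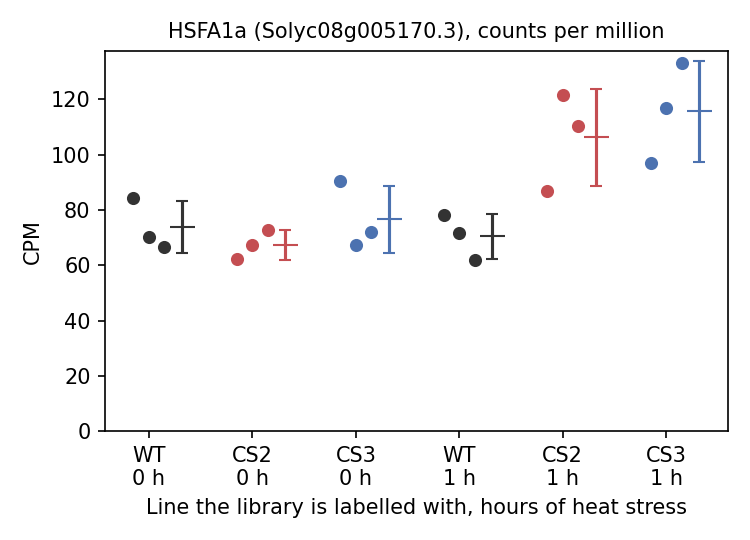
HSFA1a CPM in each of the 18 libraries, by labelled line and hours of heat stress. Points are libraries, and the dash with bars beside them is the mean ± SD of 3 libraries. At 1 h the CS2 and CS3 libraries lie between 86.9 and 133 CPM and the WT libraries between 61.9 and 78.1 CPM.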

To determine the role of HSFA1a on HS-mediated gene expression, we performed a transcriptomic analysis on control and *hsfa1a* knock-down transgenic lines subjected to 1 h of HS (Fig. 5b). Gene ontology analysis on down-regulated genes in *hsfa1a* knock-down transgenic lines compared to WT plants revealed significant enrichment in genes involved in the HS response (Fig. 5c). 

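After 1 h of HS, 5074 genes differed between the libraries labelled CS2 and WT (2729 higher, 2345 lower) and 3727 between CS3 and WT (1826 higher, 1901 lower) at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. In each line the direction with more genes turned under some settings. A fit of only the libraries compared gave 2741 higher and 2847 lower in CS2, and upper-quartile scaling gave 2096 higher and 1749 lower in CS3. At 0 h the main fit gave 8 genes for CS2 and 35 for CS3 against WT, and 538 and 1976 genes at an unadjusted p under 0.05. Heat changed 7563 genes in WT, 3701 of them higher and 3862 lower at 1 h. Normalized by library size only, the split was 2685 higher and 4766 lower. At 1 h, 1472 genes were lower in both lines than in WT. In 1425 of these every library of either line lay below every WT library. Chance gives this for 1.19% of genes (1 of 84 assignments), and these genes were chosen as lower in both lines. Of simulated lines without any change, compared with the same WT libraries, 0 genes were lower in both lines in each of 10 simulations. The alternative that moved the count most was a minimum log2 fold change of 1 in size, under which 410 genes were lower in both lines.
Of the 1472 genes, 718 (48.8%) were induced by heat in WT, against 24.2% of all tested genes. Since the WT 1 h libraries enter both comparisons, some of this excess arises without any link. When the line effects were dealt to other genes of like expression, 29.3% to 33.1% of the genes lower in both simulated lines were induced in WT. Tested as the interaction itself, the change from 0 h to 1 h lay below that in WT in both lines for 658 of the tested genes, 358 of which were also lower in both lines at 1 h and induced in WT. Among the genes with the largest fall, Solyc01g080800.3 (chromosome 1, 74493375 to 74494802) went from 1.1 ± 0.715 CPM (SD, n = 3) at 0 h to 98.8 ± 30.0 CPM at 1 h in WT. It stood at 1.14 ± 1.03 CPM in CS2 and 5.13 ± 4.63 CPM in CS3 at 1 h. Its log2 fold changes against WT at 1 h were -6.40 (standard error 0.601, adjusted p = 4.6e-07) in CS2 and -4.34 (standard error 0.498, adjusted p = 1.0e-05) in CS3, both from edgeR. With single libraries left out they lay between -6.79 and -5.90 in CS2 and between -5.31 and -3.84 in CS3. Solyc02g093600.3 (chromosome 2, 54123857 to 54124801) reached 110.35 ± 14.1 CPM (SD, n = 3) in WT at 1 h. Its log2 fold changes were -6.11 in CS2 and -4.56 in CS3 (adjusted p = 4.7e-06 and 4.5e-05, edgeR). Left out in turn, single libraries moved them to between -6.49 and -5.91 in CS2 and between -5.63 and -4.19 in CS3. The gene ontology enrichment of Fig. 5c was not repeated, because the gene descriptions it needs were not used here.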

We found that 247 of the HSFA1a targets identified by DAP-seq were misregulated in *hsfa1a* knock-down transgenic lines, 186 (75.3%) being downregulated and 61 (24.7%) upregulated (Fig. 5d and Supplementary Fig. 24). This data reinforces the view that HSFA1a acts as a positively regulator of gene expression in response to HS.

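Counts on HSFA1a were not lower in the libraries labelled CS2 and CS3 at 1 h, although such counts may include reads of the hairpin transgene. Among all tested genes, those changed the same way in both lines at 1 h comprised 1472 lower and 1430 higher than in WT (50.7% lower). Which direction held more genes depends on the setting: upper-quartile scaling gave 1362 lower and 1594 higher, DESeq2 1400 and 1422, and a fit of only the libraries compared 1891 and 1543. Of the remaining genes, 1 passed the threshold in opposite directions. In 1373 of the 1430 genes, chosen as higher in both lines, every library of either line lay above every WT library. The list of HSFA1a targets from DAP-seq behind Fig. 5d was not used here, so these counts cover genes with and without a binding site. Of the genes higher in both lines, 241 were induced by heat in WT and 678 were repressed; of those lower in both lines, 132 were repressed. The log2 fold changes of CS2 and CS3 against WT at 1 h correlated across genes with r = 0.847, where genes are not independent replicates. Because both lines are compared with the same WT libraries, simulated lines without any change gave r between 0.476 and 0.539.
Among the genes with the largest rise, Solyc01g098530.3 (chromosome 1, 83211982 to 83212706) stood at 0.850 ± 1.06 CPM (SD, n = 3) in WT at 1 h and at 53.3 ± 4.48 CPM in CS2 and 26.8 ± 8.64 CPM in CS3. Its log2 fold changes were 5.96 (standard error 0.562, adjusted p = 4.8e-07) and 4.98 (standard error 0.590, adjusted p = 1.4e-05), both from edgeR. Their size depends on WT counts of 1, 4 and 0 at 1 h. With single libraries left out they lay between 5.33 and 7.56 in CS2 and between 4.35 and 6.58 in CS3. Solyc10g050970.1 (chromosome 10, 51417660 to 51418331) had 0 counts in every 0 h library and 2.00 ± 1.09 CPM (SD, n = 3) in WT at 1 h, against 44.3 ± 15.2 CPM in CS2 and 44.7 ± 11.3 CPM in CS3. Its log2 fold changes were 4.45 and 4.49 (adjusted p = 1.1e-05 and 2.1e-05, edgeR). Solyc03g026270.3 (chromosome 3, 3679642 to 3680259), for which the paper lists primers in Supplementary Data 3, also had 0 counts in every 0 h library. In WT at 1 h it was at 6.42 ± 3.91 CPM (SD, n = 3), at least 6.71-fold higher than at 0 h. It was higher in both lines, with log2 fold changes of 2.26 in CS2 and 3.05 in CS3 (adjusted p = 0.00097 and 0.00019, edgeR). The paper takes the larger share of lower than of higher genes among the HSFA1a targets (Fig. 5d) as reinforcing a view of HSFA1a as a positive regulator of expression under HS.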

**Fig. 5:**
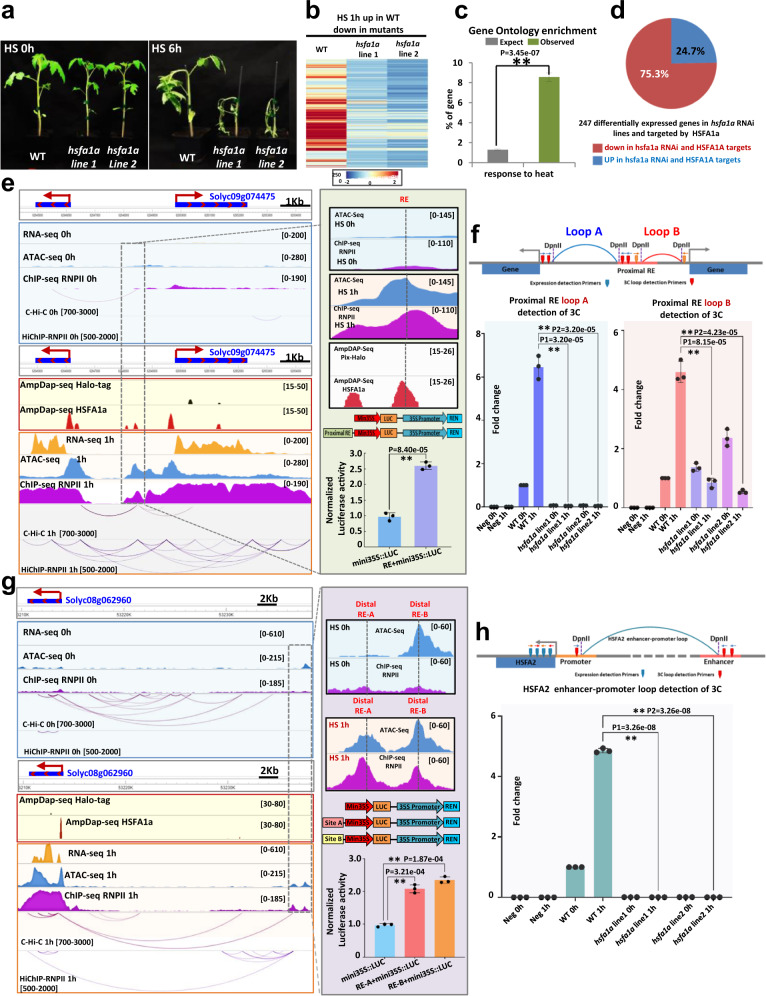
HSFA1a plays a major role in the dynamic formation of promoter-enhancer contacts in response to a heat stress. **a** Phenotypes of WT and *hsfa1a* knock-down (via RNA interference) lines after 0 and 6 h of heat stress. **b** Expression level heatmap of genes that were down-regulated in two independent *hsfa1a* lines after 1 h of heat stress compared to the WT. **c** Gene ontology enrichment of down-regulated genes (*n* = 280). P-values calculated using Fisher’s exact test. **d** Pie chart representing the 247 HSFA1a target genes that were mis-regulated in *hsfa1a* lines after 1 h of heat stress compared to the WT. Among them, 75.3% were down-regulated in *hsfa1a* compared to the WT. **e**, **g** Screenshot of the *Solyc09g074475* and *HSFA2* locus. DAP-seq against Halo-tag and HSFA1 are represented in black and red. The RNA-seq, ATAC-seq and RNAPII ChIP-seq signal is represented in orange, blue and purple respectively. Chromatin interactions from C-Hi-C data and RNAPII HiChIP are represented by red and purple lines. The right green box of **e** shows a zoom of a distal RE that interacts with two heat stress-responsive genes (*Solyc09g074475* and one non-annotated gene). The purple box of **g** shows a zoom of two distal REs named A and B that interact with *HSFA2*. The histogram represents the luciferase activity from a transient luciferase assay using a *RE-mini35S::LUC* construct or the *mini35S::LUC* alone as a control. The mean LUC/REN activity levels were normalized to *mini35S::LUC* as control (*n* = 3 biological replicates). **f**, **h** (Top) Design of the 3C-qPCR assays used to analyze the distal RE loops in the WT and *hsfa1a* lines in response to heat stress. (Bottom) Quantitative 3C; the relative interaction frequencies were calculated as described in the Materials and Methods. Data are the average of three biological replicates each with three technical replicates (*n* = 3). Circles in 5e, g denote relative LUC/REN activity values. Circles in **e**, **f**, **g**, **h** denote relative interaction frequency. Bars indicate mean values + /− SD of three replicates. Exact *P*-values are shown (two-tailed, two-sample Student’s *t*-test). Source data are provided as a Source Data file.

To assess whether HSFA1a influences RE-promoter loop formation, we focused our analysis on *Solyc09g074475* and *HSFA2*. These two genes were selected because they are both heat-responsive in an HSFA1-dependent manner, they display an HSFA1a binding site in their promoter region, and dynamic RE-promoter contacts in response to HS. Furthermore, HSFA2 is well-known as a key component of thermotolerance in *Arabidopsis*^41^. 

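HSFA2 is listed as Solyc08g062960.4, on chromosome 8 of the M82 assembly from 53211703 to 53213726 on the minus strand. In WT it rose from 3.27 ± 0.922 CPM (SD, n = 3) at 0 h to 517 ± 76.5 CPM at 1 h, a log2 fold change of 7.25 (standard error 0.307, adjusted p = 1.1e-11 from edgeR). At 1 h it was at 347 ± 105 CPM in the libraries labelled CS2 and at 509.8 ± 76.5 CPM in those labelled CS3 (SD, n = 3 each). The log2 fold change against WT at 1 h was -0.58 in CS2 (standard error 0.199, adjusted p = 0.0302 from edgeR) and -0.02 in CS3 (standard error 0.197, adjusted p = 0.952). The value in CS2 was past the threshold only with particular libraries: without CS2 replicate 2 or 3, or without WT replicate 1 or 2, the adjusted p-value was 0.109, 0.114, 0.0786 or 0.111. Over all alternatives it lay between 0.00223 and 0.114. Tested as an interaction, the response of HSFA2 to heat differed from that in WT by a log2 value of -0.18 in CS2 (adjusted p = 0.864) and -0.20 in CS3 (adjusted p = 0.849), from few counts at 0 h (4 to 16 per library). The highest count of HSFA2 was 0.57 of its length, a span that includes any introns. A correction for positions counted once, chosen after the data were seen, gave -0.80 in CS2 and -0.10 in CS3. HSFA2 counts in CS3 at 1 h were 962, 968 and 950, while total counts ran from 1792234 to 2334560. Duplicate removal may have held such counts down, so that a lower level in CS3 is not excluded.
Solyc09g074475.1 lies on chromosome 9 from 62649309 to 62650158 on the plus strand. In WT it rose from 1.55 ± 1.11 CPM (SD, n = 3) to 78.7 ± 10.7 CPM, a log2 fold change of 5.69 (standard error 0.448, adjusted p = 1.0e-08 from edgeR). At 1 h it was at 10.4 ± 2.03 CPM in CS2 and 55.4 ± 18.9 CPM in CS3 (SD, n = 3 each). The log2 fold change against WT was -2.95 in CS2 (standard error 0.359, adjusted p = 7.4e-06 from edgeR) and -0.51 in CS3 (standard error 0.306, adjusted p = 0.232). Each CS2 library lay below each WT library. The interaction with heat was -1.03 in CS2 (adjusted p = 0.62) and 0.49 in CS3 (adjusted p = 0.758). These depend on few counts at 0 h, at most 7 in a library, where the log2 fold change against WT was -1.92 in CS2 (unadjusted p = 0.0482, adjusted p = 1) and -1.001 in CS3 (unadjusted p = 0.237, adjusted p = 0.613). Of the 8 tested genes that the paper names for its heat-response loci, HSFA1a included, 8 passed the threshold in CS2 at 1 h (3 higher, 5 lower) and 3 in CS3 (3 higher), whether adjusted over all genes or over these 8 alone. Of the 5 that did not pass in CS3, 3 (Solyc06g076520, Solyc06g076560 and Solyc06g076570) had counts of 0.680 to 0.958 of their length in WT at 1 h. Counts so near the limit set by duplicate removal cannot show that these genes were not lower in CS3.

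**Figure D2:**
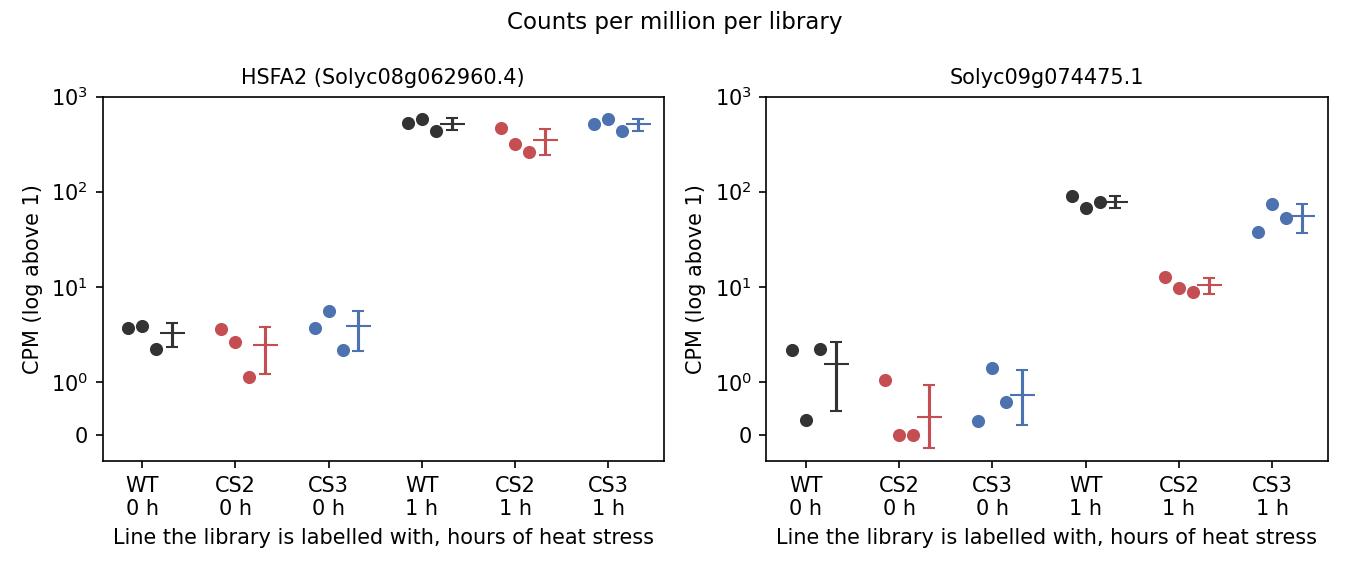
CPM of HSFA2 and Solyc09g074475 in each library, by labelled line and hours of heat stress, on an axis that is linear up to 1 and logarithmic above. Points are libraries and the dash with bars is the mean ± SD of 3 libraries. At 1 h Solyc09g074475 is at 78.7 CPM in WT and 10.4 CPM in CS2.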

C-Hi-C and HiChIP-RNAPII revealed the presence of a discrete RE that interacts with *Solyc09g074475* and an unannotated gene, and that this interaction was enhanced in response to HS (Fig. 5e, Supplementary Fig. 25a). Notably, the formation of these two chromatin loops correlated with a strong activation of both genes in response to HS, thus suggesting that this element may act as a transcriptional enhancer. To test whether this putative RE has the potential to function as an enhancer, we generated a construct containing this RE sequence fused to a minimal mosaic virus (CaMV) 35 S promoter to drive the expression of a luciferase (LUC) reporter after transformation of tobacco -*N. benthamiana* leaves. We found that compared to the minimal promoter, the addition of the *Solyc09g074475* RE sequence significantly increased the expression of the LUC reporter (*P* = 8.40e-05, Student’s *t*-test) (Fig. 5e). These results supported the view that this genomic region can act as a transcriptional enhancer. To assess whether HSFA1a is necessary for the formation of chromatin loops with this regulatory sequence, we used chromosome conformation capture (3 C) followed by qPCR (3C-qPCR) on plants grown under control conditions or subjected to 1 h of HS. We found that in WT plants, the strength of the two loops, named A and B, increased after 1 h of HS, whereas in *hsfa1a* knock-down transgenic lines the strength of the two loops did not increase but instead was significantly reduced (Loop A: *P1* = 3.20e-05*, P2* = 3.20e-05 and Loop B: *P1* = 8.15e-05*, P2* = 4.23e-05, Student’s *t*-test) (Fig. 5f). With respect to the *HSFA2* locus, C-Hi-C and HiChIP -RNAPII revealed that it is potentially regulated by a chromatin loop with two distal REs (named distal RE-A and distal RE-B) (Fig. 5g, Supplementary Fig. 25b). The formation of this chromatin loop correlated with the activation of *HSFA2*, thus suggesting that these elements could act as transcriptional enhancers. To test this, we followed the previously described approach and found that compared to the control minimal promoter construct, the signal strength of either distal REs was significantly increased (RE-A, *P* = 3.21e-04; RE-B, *P* = 1.87e-04) (Fig. 5g). We used 3C-qPCR to determine whether HSFA1a influences this distal RE-promoter loop formation, and found that depleting HSFA1a decreased the strength of HS-specific contacts between the distal putative enhancer and the *HSFA2* locus (*P1* = 3.26e-08*, P2* = 3.26e-08, Student’s *t*-test) (Fig. 5h). Similar experiments were conducted with two additional candidate enhancers interacting with genes involved in heat stress response, leading to the same results (Supplementary Fig. 26). Collectively, our results suggest that HSFA1a plays a major role in the dynamic formation and/or stability of promoter-enhancer interactions that underpin the initial transcriptional responses to HS (Fig. 6).

**Fig. 6:**
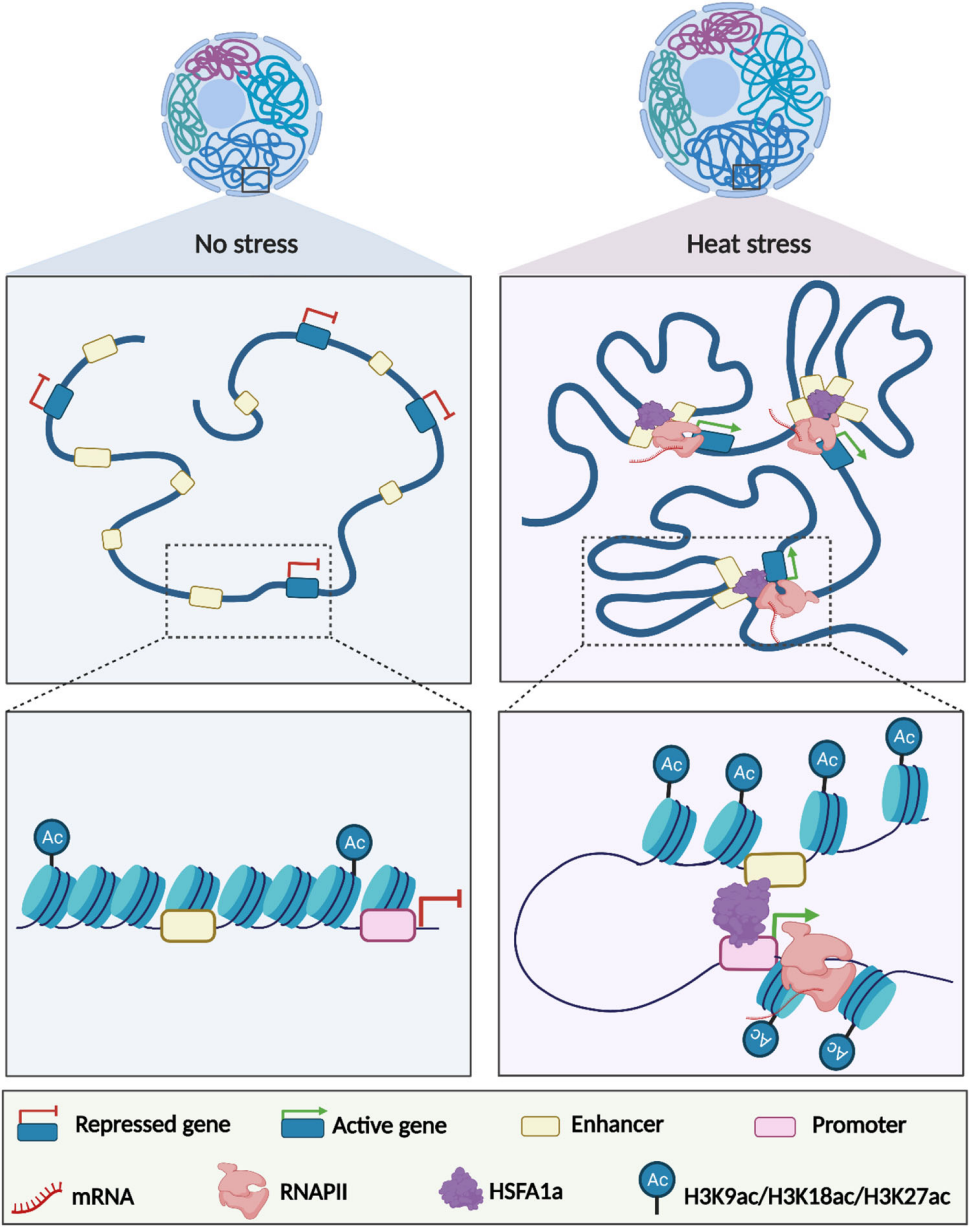
Model recapitulating the role of HSFA1a in enhancer-promoter loop formation to regulate gene expression in response to heat stress in tomato. The diagram was created using BioRender.

## Discussion

This study presents a deep analysis of the tomato nuclear architecture by integrating capture-Hi-C, ATAC-seq, ChIP-seq, HiChIP, and RNA-seq data. Results obtained highlight the specific functionalities of the different levels of chromatin spatial organization underscoring the regulatory importance of nuclear organization as a whole. Chromatin conformation in tomato is strongly compartmentalized and organized around focalized sites of transcription in the active chromatin that resemble transcription factories^3,42^. Although the precise mechanisms underlying transcription factories organization remain poorly understood, they are thought to play a critical role in clustering co-regulated genes^43^. The presence of transcription factories in the tomato nucleus reveals their importance in transcriptional regulation and in particular on the optimization of transcription in response to environmental cues by concentrating TFs in discrete nuclear compartments.

Temporal and spatial gene expression is influenced by dynamics chromatin changes and is implicated in the control of developmental programs as well as in response to environmental stresses^14,21^. In metazoan interphase nuclei, chromatin is organized into TADs, which are thought to bring together co-regulated genes. In Drosophila, HS induces dramatic rearrangement of the 3D nuclear organization^44^, suggesting that TAD organization of metazoan genomes is plastic and is reconfigured in response to environmental changes^25^. However, a recent study in human and Drosophila cells has shown that HS only affects a subset of enhancer–promoter interactions whereas TADs and compartment structures remain mostly stable upon HS^45^. In plants, HS induces high-order reorganization of the constitutive heterochromatin compartment^22,28^. In line with these results, we observed that HS in tomato negatively affects the chromatin interactions between constitutive heterochromatin regions, thus affecting the strength of constitutive heterochromatin compartmentalization.

REs are non-coding DNA sequences containing binding motifs for one or several TFs involved in transcriptional regulation of target genes, and are also key components of the 3D chromatin organization. These sequences act as proximal or distal RE and their activity is reflected by their accessibility, which is likely controlled by the action of pioneer TFs and chromatin modifiers^46,47^. In animals, distal REs are associated with the specific histone marks H3K27ac and H3K4me1, defining a specific chromatin state^48^. By contrast, in plants, studies in maize and wheat have proposed that H3K27ac, H3K4me3 and H3K9ac are histone marks preferentially associated with distal REs^49–51^. Here, we focused on differentially accessible REs as a proxy for active REs and found that active distal and proximal REs displayed different chromatin signatures. We have found that in tomato distal REs are characterized by the presence of nucleosomes rich in H3K9ac and H3K18ac and devoid of H3K4me3, flnaking the region with maximal accessibility. Importantly, we demonstrated that some of these RE are capable to act as transcriptional enhancers.

3D chromatin architecture dynamically controls the access of REs to their target genes by promoting or inhibiting RE-promoter interactions. RE sequences can be hundreds to thousands of base pairs upstream or downstream from the gene they regulate, making it difficult to define which REs control which genes. The rapid development sequencing technologies has enabled multiple high-throughput experimental methods to measure chromatin interactions, including Capture-Hi-C and HiChIP, which are particularly useful to detect enhancer–promoter interactions. In animals, promoter C-Hi-C has been used for the analysis of long-range RE-promoter interactions and their control of gene expression using different cell types. These analyses have revealed a massive change in RE-promoter interactions taking place during cellular differentiation^52–56^. In plants, RE-promoter interactions were analyzed in maize using HiChIP for H3K4me3, H3K27me3 and H3K27ac, which identified long range RE-promoter interactions that contribute to the control of gene expression^57,58^. This analysis uncovered the existence of long-range RE-promoter interactions. In line with this observation, using both capture-Hi-C and HiChIP approaches in tomato, several thousands of RE-promoter interactions were discovered. Notably, we have found examples for a promoter interacting with several REs as well as examples where one RE interacts with multiple genes. These two types of chromatin could be defined as promoter-centric hubs or RE-centric hubs respectively^59^.

One of the mechanisms proposed to shape the 3D genome structure in animals is the loop extrusion model, that involves the structural maintenance of chromosomes (SMC) cohesin complex and the zinc-finger DNA-binding protein CTCF^60,61^. Plants genomes appear to lack CTCF homologues, but SMC complexes are highly conserved. Therefore, this loop extrusion may be conserved in plants and involve yet unknown factors that act as insulators. In addition to the action of SMC and CTCF, TFs serve as protein anchors and determine 3D genome organization^35^. TFs may mediate RE-promoter interactions through different mechanisms, including direct protein homo-dimerization^62^ and co-factor protein recruitment to generate oligomers^35^. In *Arabidopsis*, the CONSTANS TF plays a crucial role in forming of an enhancer-promoter loop to control the expression of *FLOWERING LOCUS T*^63^, thus suggesting that TFs also impact 3D chromatin organization in plants. However, most of studies in plants have focused on deciphering the role of TFs in 3D chromatin architecture and gene regulation under steady-state conditions, thus providing clues on the mechanisms involved in the maintenance of RE-promoter interaction rather than in their formation. To decipher the molecular mechanisms involved in establishing distal RE-promoter interactions, we carried out a multidimensional study combining stress at different time points. Our data show that 3D chromatin interactions are dynamically modified by HS to allow a temporally evolving connection between a diversity of activated REs and promoters. Furthermore, our integrative analyses revealed that the binding motif of HSF was over-represented in the sequences involved in RE–promoter contacts at the onset of HS treatment. These data suggest that transcription factors of the HFS family play a major role in RE–promoter contact formation. Studies in yeast have shown that HSF1 mediates the clustering of its targets and dynamically influences the reconfiguration of the genome^35,64^. Our data for tomato indicates that HSFA1a plays a critical role in the dynamic formation of promoter-enhancer contacts and in controlling the transcriptional response at the onset of HS. Future work shall help determine whether loop formation is a pre-requisite for transcription activation, or is rather a consequence of it. Few studies have assessed the dynamic role of TFs in the formation of chromatin loops in response to a stimulus, even in animals. One study revealed that KLF4 and ZNF750 TFs, rather than cohesins, are key to establishing of RE-promoter contacts to promote gene expression during epidermal cell differentiation^55^. Collectively, our findings shed light on the complexity of distal and proximal RE contact loop formation and provides evidence for a key role of TFs in controlling transcriptional response through the 3D reconfiguration of the chromatin structure in animals and plants.

## Methods

### Plant material and growth conditions

Tomato (*Solanum lycopersicum*) lines used in this study were in the cv. M82 and cv. Moneymaker backgrounds. The *hsfa1a* mutants line1 and line2 were obtained from Dr.Fragkostefanakis’s lab^27^. Seeds were directly sown on soil and plants grown in growth chambers at 24 °C under long-day (16 h light) conditions. For heat treatment, 4-week-old plants were treated at 45 °C for 1 h and 6 h in a climatic chamber (Aralab). The fourth leaf was used for all experiments in this research.

### Immunostaining

Immunostaining experiments were performed according to Latrasse et al^65^. Briefly, fourth leaves of 4-week-old tomato plants were fixed and then nuclei were isolated, placed on a poly-lysine slide, and incubated overnight at 4 °C with primary antibodies (400X diluted) of H3K9me2 (Abcam, ab1220), H3K9ac (Millipore, 07–352), H3K27me1 (Millipore, 07–448) and RNAPII (Abcam, ab26721). Slides were washed and then incubated for 1 h at room temperature in the dark with Goat anti-Rabbit Alexa Fluor Plus 488 (A11034 Invitrogen) and Goat anti-Mouse Alexa Fluor Plus 555 (A32727 Invitrogen) or with Goat anti-Rabbit Alexa Fluor Plus 555 (A32732 Invitrogen) and Goat anti-Mouse Alexa Fluor Plus 488 (A32723 Invitrogen) secondary antibodies (400X diluted). DNA was counterstained with 4,6 diamidino-2-phenylindole (DAPI) in SlowFade Diamond Antifade mounting media. Slides were directly imaged on a confocal microscope (Zeiss Microsystems).

### Assay for transposase-accessible chromatin with high-throughput sequencing

Approximately 100 mg of 4-weeks-old tomato fourth leaves were ground, passed through a 100 µm filter and the nuclei were isolated using nuclei isolation buffer (0.25 M sucrose, 10 mM Tris-HCl pH8, 10 mM MgCl2, 1% Triton X-100, 5 mM 2-mercapto-ethanol, and 0.1 mM protease inhibitors). The nuclei were re-suspended in 2× TD buffer (20 mM Tris-HCl, pH 7.6, 10 mM MgCl2, and 20% dimethyl formamide) and 2.5 µl of Tn5 transposase (Illumina FC-121-1030). The transposition reaction was performed at 37 °C for 30 min, and DNA was purified using a Qiagen MinElute Kit (QIAGEN, Cat.No.28004). DNA libraries were amplified for a total of 10 cycles as described by Buenrostro et al^66^ and Jegu et al^67^. DNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent) and subjected to 2 × 75 bp high-throughput sequencing by NextSeq 500 (Illumina). Two independent biological replicates were generated.

### RNA-seq assay

Total RNA was extracted from the fourth leaves of 4-week-old tomato with Nucleospin RNA kit (Macherey-Nagel), according to the manufacturer’s instructions. RNA-seq libraries were prepared from 2 μg of total RNA using NEBNext Ultra II Directional RNA library Preparation Kit (NEB) according to the manufacturer’s instructions. RNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent) and subjected to 1 × 75 bp high-throughput sequencing by NextSeq 500 (Illumina). Two independent biological replicates were generated.

### In situ Hi-C assay

In situ Hi-C experiments were performed according to Concia et al.^3^ using DpnII enzyme (New England Biolabs). DNA libraries were prepared using NEBNext Ultra II DNA library preparation kit (NEB) according to the manufacturer’s instructions (10 cycles for the PCR amplification step). DNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent) and the libraries were subjected to 2 × 75 bp high-throughput sequencing by NextSeq 500 (Illumina). Two independent biological replicates were generated.

### C-Hi-C assay

For C-Hi-C, the in situ Hi-C libraries were used for the capture step. Capture was performed by using SureSelect XT Target Enrichment System for Illumina Paired-End Multiplexed Sequencing Library (Agilent) according to the manufacturer’s recommendations. All tomato cultivar M82 promoters were selected1.5 kb in length and 212,735 probes (length of each probe = 120 bp) were designed to catch all promoters. The capture step was performed using 1 µg of in situ Hi-C libraries following the manufacturer’s recommendations. The quality of the libraries was assessed using a 2100 Bioanalyzer (Agilent), and the libraries were subjected to 2 × 75 bp paired-end high-throughput sequencing by NextSeq 500 (Illumina). Two independent biological replicates were generated

### HiChIP assay

Nuclei were isolated from the fourth leaves of 4-week-old tomato plants using the same procedure as for the in situ Hi-C experiments. The Hi-ChIP protocol from Mumbach et al.^68^ was then applied using the DpnII restriction enzyme (NEB) and 3ug of anti-RNAPII antibody (Abcam, ab26721). The quality of the libraries was assessed using a Bioanalyzer (Agilent), and the libraries were subjected to 2 × 75 bp paired-end high-throughput sequencing by NextSeq 500 (Illumina).

### ChIP-seq assay

ChIP-seq assays were performed on the fourth leaves of 4-week-old tomato plantsaccording to Bio-protocol of Ramirez-Prado et al.^69^ using 3ug of anti-H3K27me1 (Millipore, 07–448), anti-H3K9ac (Millipore, 07–352), anti-H3K14ac (Millipore, 07–353), anti-H3K18ac (Millipore, 07–354), anti-H3K27ac (Abcam, ab4729), anti-H3K4me3 (Millipore, 07–473), and anti-RNAPII (Abcam, ab26721) antibodies. ChIP-seq libraries were prepared from 10 ng of DNA using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s instructions. Two independent biological replicates were generated for each time point of heat stress. DNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent) and subjected to 1 × 75 bp high-throughput sequencing by NextSeq 500 (Illumina).

### Amplified DNA affinity purification sequencing assay (AmpDAP-seq)

AmpDAP-seq assays were performed according to Bartlett et al.^40^ with modifications. Briefly, gDNA was extracted from 4-week-old tomato fourth leaves, fragmented, and a library was generated using NEBNext Ultra II DNA library preparation kit (NEB, #E7645S/L, #E7103S/L). *SolycHsfA1a* open reading frames were transferred into the Gateway-compatible pIX-HALO expression vector and expressed using Promega TNT Coupled Wheat Germ Extract Systems (Promega, cat. no. L4130). The expressed proteins were immobilized on Magne HALO-Tag beads (Promega, G728A), washed, and incubated with the DNA library. After bead washing, DNA was eluted and amplified with indexed NEBNext primers (20 PCR cycles were used). DNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent) and subjected to 1 × 75 bp high-throughput sequencing by NextSeq 500 (Illumina). Two independent biological replicates were generated.

### 3C-qPCR

Four-week-old tomato fourth leaves were cross-linked in 1% (v/v) formaldehyde at room temperature for 20 min. Cross-linked plant material was ground and nuclei were isolated and treated with 0.5% SDS at 62 °C for 5 min. The SDS was then supplemented with 2% Triton X-100. Digestions were performed overnight at 37 °C using 150U of DpnII enzyme (New England Biolabs). Restriction enzymes were inactivated by adding 1.6% SDS and incubated at 62 °C for 20 min. SDS was supplemented with 1% Triton X-100. DNA was ligated by incubating at 22 °C for 5 h using 4000U of T4 DNA ligase (Fermentas). Reverse crosslinking was performed by overnight treatment at 65 °C. DNA was recovered after Proteinase K treatment by phenol-chloroform extraction and ethanol precipitation. Relative interaction frequencies were calculated by quantitative PCR using 15 ng of DNA. A region uncut by DpnII was used to normalize the amount of DNA. Details for primers used for 3C-qPCR are listed in Supplementary Data 3. Two independent biological replicates were generated.

### Dual-luciferase assay

Luciferase activity was quantified using reagents from the Dual Luciferase Reporter Assay System (Promega, E2920) according to the manufacturer’s instructions.

### Analysis of ChIP-seq data

Trimmomatic-0.38^70^ was used for trimming with the following parameters: minimum length of 36 bp; mean Phred quality score >30; leading and trailing bases removal with base quality <5. The reads were mapped onto the M82 V1.0^71^ assembly using Bowtie2 V2.3.5^72^ with mismatch permission of 1 bp (Supplementary Data 4). To identify significantly enriched regions, we used MACS2 V2.2.7.1^73^ with the following peak-calling parameters: number of duplicate reads at a location: 1; mfold of 5:50; q-value cutoff: 0.05; extsize 200; broad peak. To extract the average scores across the genomic regions, multiBigwigSummary command from the deepTools package^74^ was used with default parameters on the RPGC normalized bigWig files.

### Differential expression analysis

Single-end reads of RNA-seq samples were trimmed using Trimmomatic-0.38 with the parameters: minimum length of 30 bp; mean Phred quality score >30; leading and trailing base removal with base quality <5. STAR aligner^75^ was used to map the reads to the M82 V1.0^71^ genome assembly (Supplementary Data 4). Raw read counts were then extracted using the featureCounts V2.0.0 utility from the R Subread package based on the M82_v1.1.0 gene annotations^71^. Finally, we used DESeq2 V1.38.0^76^ to identify differentially expressed genes. Genes with read counts ≥ 50 in at least 2 samples were considered for differential expression analysis.

### Analysis of HiChIP and C-Hi-C data

Raw FASTQ files were preprocessed with Trimmomatic-0.38 to remove Illumina sequencing adaptors. The 5′ and 3′ ends with a quality score below 5 (Phred+33) were trimmed and reads <30 bp after trimming were dropped. The trimmed files were then processed with HiC-Pro V2.11.4^77^. The reads were aligned using Bowtie2 V2.3.5 onto the M82V1.0 assembly with default settings, except for the parameter “–score-min L, −0.6, −0.8” (Supplementary Data 4). Invalid ligation products (such as dangling ends, fragments ligated on themselves, and ligations of juxtaposed fragments) were discarded. Valid pairs were used to produce raw interaction matrixes at various resolutions. Finally, “.hic” files were generated with the software Juicer Tools and visualized with the tool Juicebox^78^.

### Identification and analysis of genomic interactions

Valid pairs generated were further analyzed using HOMER V4.11^79^ for different resolutions (500 bp for short-range interactions and 20 kb for long-range interactions). For the short range interactions, both anchors of the interactions (genomic bins) were annotated with genes using bedtools intersect^80^. We removed interactions without any gene annotations, self-loops, and duplicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Raw sequencing data generated in the course of this study have been deposited to the Gene Expression Omnibus (GEO) database under accession number GSE206365. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: HSFA1a modulates plant heat stress responses and alters the 3D chromatin organization of enhancer-promoter interactions
**Source:** Nat Commun. 2023 Jan 28;14:469. doi: 10.1038/s41467-023-36227-3
**Supplement:** Supplementary file 2 — Description of additional Supplementary File

### **Descriptions of additional supplementary files**

Supplementary Data 1: Probes details for Capture-Hi-C experiments.

Supplementary Data 2: Data from bioinformatic analysis.

Supplementary Data 3: Primers used in this study

Supplementary Data 4: Sequencing data information

# Supplementary material for: HSFA1a modulates plant heat stress responses and alters the 3D chromatin organization of enhancer-promoter interactions
**Source:** Nat Commun. 2023 Jan 28;14:469. doi: 10.1038/s41467-023-36227-3
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used during data collection.

Data analysis trimmomatic-0.38.jar, bowtie2 v 2.3.5, macs2 v2.2.7.1, s3norm v 2, HiC-Pro v 2.11.4, featureCounts v 2.0.0, R 3.5.1(www.R-project.org), DESeq2 v 1.38.0, HOMER v4.11).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data have been deposited to the Gene Expression Omnibus (GEO) database under accession number GSE206365.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Sample size was determined to be adequate based on the consistency of measurements. Seeds were directly sown on soil and plants grown in growth chambers at 24 °C under long-day (16 h light) conditions. For heat treatment, 4-week-old plants were treated at 45°C for 1 h and 6 h in a climatic chamber (Aralab). The fourth leaf was used for all experiments in this research.                                                             |
| Data exclusions | No data exclusions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | For ATAC-seq, RNA-seq, In situ Hi-C, C-Hi-C, ChIP-seq, AmpDAP-seq and 3C-qPCR assays, two independent biological replicates were generated.                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | Biological replicates were randomly set. Each biological replicates consisted of randomly pooled seedlings. All the plants were grown under the same condition as described in the Methods. Seeds were directly sown on soil and plants grown in growth chambers at 24 °C under long-day (16 h light) conditions. For heat treatment, 4-week-old plants were treated at 45°C for 1 h and 6 h in a climatic chamber (Aralab). The fourth leaf was used for all experiments in this research. |
| Blinding        | Investigators were not blinded to tomato under different conditions during experiments. Data reported are not subjective.                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used

H3K9me2 (Abcam, ab12220), H3K27me1 (Millipore, 07-448), H3K9ac (Millipore, 07-352), H3K18ac (Millipore, 07-354), H3K27ac (Abcam, ab4729), H3K4me3 (Millipore, 07-473), RNAPII (Abcam, ab26721)

## Validation

The antibodies used in this study have been validated by the manufacturer and we have extensively published papers (Huang et. al. 2021, Antunez-Sanchez et. al. 2020, Kim et. al. 2020, Concia et. al. 2020.) . In this study, these marks were validate and present in Fig.1, Fig.3 and Sup.Fig 9.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

Raw data have been deposited to the Gene Expression Omnibus (GEO) database under accession number GSE206365.

## Files in database submission

M82\_0h\_H3K4me3\_rep1\_S1\_R1\_001.fastq.gz  
 M82\_0h\_H3K4me3\_rep2\_S9\_R1\_001.fastq.gz  
 M82\_1h\_H3K4me3\_rep1\_S2\_R1\_001.fastq.gz  
 M82\_1h\_H3K4me3\_rep2\_S10\_R1\_001.fastq.gz  
 M82\_6h\_H3K4me3\_rep1\_S3\_R1\_001.fastq.gz  
 M82\_6h\_H3K4me3\_rep2\_S11\_R1\_001.fastq.gz  
 M82\_0h\_H3K9ac\_rep1\_S4\_R1\_001.fastq.gz  
 M82\_1h\_H3K9ac\_rep1\_S5\_R1\_001.fastq.gz  
 M82\_6h\_H3K9ac\_rep1\_S6\_R1\_001.fastq.gz  
 M82\_0h\_H3K9ac\_rep2\_S4\_R1\_001.fastq.gz  
 M82\_1h\_H3K9ac\_rep2\_S5\_R1\_001.fastq.gz  
 M82\_6h\_H3K9ac\_rep2\_S6\_R1\_001.fastq.gz  
 M82\_0h\_H3K18ac\_rep1\_S2\_R1\_001.fastq.gz  
 M82\_1h\_H3K18ac\_rep1\_S7\_R1\_001.fastq.gz  
 M82\_6h\_H3K18ac\_rep1\_S8\_R1\_001.fastq.gz  
 M82\_0h\_H3K18ac\_rep2\_S2\_R1\_001.fastq.gz  
 M82\_1h\_H3K18ac\_rep2\_S7\_R1\_001.fastq.gz  
 M82\_6h\_H3K18ac\_rep2\_S8\_R1\_001.fastq.gz  
 M82\_0h\_H3K27ac\_rep1\_S7\_R1\_001.fastq.gz  
 M82\_1h\_H3K27ac\_rep1\_S8\_R1\_001.fastq.gz  
 M82\_6h\_H3K27ac\_rep1\_S9\_R1\_001.fastq.gz  
 M82\_0h\_H3K27ac\_rep2\_S7\_R1\_001.fastq.gz  
 M82\_1h\_H3K27ac\_rep2\_S8\_R1\_001.fastq.gz  
 M82\_6h\_H3K27ac\_rep2\_S9\_R1\_001.fastq.gz  
 M82\_0h\_Pol2\_rep1\_S10\_R1\_001.fastq.gz  
 M82\_0h\_Pol2\_rep2\_S5\_R1\_001.fastq.gz  
 M82\_1h\_Pol2\_rep1\_S6\_R1\_001.fastq.gz  
 M82\_1h\_Pol2\_rep2\_S7\_R1\_001.fastq.gz  
 M82\_6h\_Pol2\_rep1\_S8\_R1\_001.fastq.gz  
 M82\_6h\_Pol2\_rep2\_S9\_R1\_001.fastq.gz  
 M82\_0h\_H3K27me1\_0h\_rep1.fastq.gz  
 M82\_Input\_S12\_R1\_001.fastq.gz  
 M82\_0h\_H3K4me3\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K4me3\_rep1\_s3norm.bigwig  
 M82\_0h\_H3K4me3\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K4me3\_rep2\_s3norm.bigwig  
 M82\_1h\_H3K4me3\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K4me3\_rep1\_s3norm.bigwig  
 M82\_1h\_H3K4me3\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K4me3\_rep2\_s3norm.bigwig  
 M82\_6h\_H3K4me3\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K4me3\_rep1\_s3norm.bigwig  
 M82\_6h\_H3K4me3\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K4me3\_rep2\_s3norm.bigwig  
 M82\_0h\_H3K9ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K9ac\_rep1\_s3norm.bigwig  
 M82\_1h\_H3K9ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K9ac\_rep1\_s3norm.bigwig  
 M82\_6h\_H3K9ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K9ac\_rep1\_s3norm.bigwig  
 M82\_0h\_H3K9ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K9ac\_rep2\_s3norm.bigwig  
 M82\_1h\_H3K9ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K9ac\_rep2\_s3norm.bigwig

M82\_6h\_H3K9ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K9ac\_rep2\_s3norm.bigwig  
 M82\_0h\_H3K18ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K18ac\_rep1\_s3norm.bigwig  
 M82\_1h\_H3K18ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K18ac\_rep1\_s3norm.bigwig  
 M82\_6h\_H3K18ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K18ac\_rep1\_s3norm.bigwig  
 M82\_0h\_H3K18ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K18ac\_rep2\_s3norm.bigwig  
 M82\_1h\_H3K18ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K18ac\_rep2\_s3norm.bigwig  
 M82\_6h\_H3K18ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K18ac\_rep2\_s3norm.bigwig  
 M82\_0h\_H3K27ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K27ac\_rep1\_s3norm.bigwig  
 M82\_1h\_H3K27ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K27ac\_rep1\_s3norm.bigwig  
 M82\_6h\_H3K27ac\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K27ac\_rep1\_s3norm.bigwig  
 M82\_0h\_H3K27ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_H3K27ac\_rep2\_s3norm.bigwig  
 M82\_1h\_H3K27ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_H3K27ac\_rep2\_s3norm.bigwig  
 M82\_6h\_H3K27ac\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_H3K27ac\_rep2\_s3norm.bigwig  
 M82\_0h\_Pol2\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_Pol2\_rep1\_s3norm.bigwig  
 M82\_0h\_Pol2\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_0h\_Pol2\_rep2\_s3norm.bigwig  
 M82\_1h\_Pol2\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_Pol2\_rep1\_s3norm.bigwig  
 M82\_1h\_Pol2\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_1h\_Pol2\_rep2\_s3norm.bigwig  
 M82\_6h\_Pol2\_rep1\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_Pol2\_rep1\_s3norm.bigwig  
 M82\_6h\_Pol2\_rep2\_p0.05\_peaks.narrowPeak.gz  
 M82\_6h\_Pol2\_rep2\_s3norm.bigwig

Genome browser session  
(e.g. [UCSC](#))

N/A

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two independent biological replicates were generated of ChIP-seq.                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Sequencing depth        | All ChIP-seq DNA libraries were subjected to 1×75bp high-throughput sequencing by NextSeq 500 (Illumina).                                                                                                                                                                                                                                                                                                                                                                                                             |
| Antibodies              | H3K27me1 (Millipore, 07-448), H3K9ac (Millipore, 07-352), H3K18ac (Millipore, 07-354), H3K27ac (Abcam, ab4729), H3K4me3 (Millipore, 07-473), RNAPII (Abcam, ab26721)                                                                                                                                                                                                                                                                                                                                                  |
| Peak calling parameters | Peak calling: peaks of read density were called with macs2 2.2.7.1 with the command "macs2 callpeak -t sample.bam -c Input.bam -g 829069930 -p 0.05 --extsize 150 --bw 500 -B -n --outdir                                                                                                                                                                                                                                                                                                                             |
| Data quality            | <p>Adapters trimming: Sequencing reads were trimmed with trimmomatic with the following command "java -jar trimmomatic-0.38.jar SE \$input \$output ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 LEADING:5 TRAILING:5 MINLEN:30"</p> <p>Filtering step: Mapped reads were filtered with samtools v.1.9 with the command "samtools view -h -b -q 30 "mapping_quality &gt;= 30"</p> <p>Duplicate filtering: duplicated reads were removed with samtools v.1.9 with the command "samtools fixmate -m and samtools markdup -r "</p> |
| Software                | trimmomatic-0.38.jar, bowtie2 v 2.3.5, macs2 2.2.7.1, s3norm                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

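The values come from one table of counts that the authors deposited for the RNA-seq of WT and both hsfa1a lines in the Moneymaker background, with 18 libraries in 6 conditions (WT, CS2 and CS3 at 0 h and after 1 h at 45 °C). The counts are whole numbers of reads per gene, not normalized. The authors trimmed the single-end reads, aligned them to the M82 assembly, kept alignments with a mapping quality of at least 30, removed PCR duplicates and counted reads on the reverse strand with featureCounts. The paper's methods name STAR as the aligner, whereas the file names recorded in the header of the deposited table contain the name bowtie, and the header also records the removal of duplicates and the counting of reads with several alignments and of reads on overlapping genes. Gene lengths deposited with the counts are whole gene spans with introns. The paper's other experiments were not analysed here.

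The lines are called CS2 and CS3 as in the deposited table; each column of these lines was assigned to its line and time by its name. Libraries with the same replicate number are not treated as pairs. No replicate pair was so alike that it could be 1 library counted again. Total counts per library were between 1713285 and 3669618, and with a common dispersion of 0.0223 and 3 libraries per condition small differences are not detectable for genes with few counts. Where all libraries of a group held 3 counts or fewer, a fold is given as a lower bound against 3 counts; such bounds cover counting error only.

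Genes with at least 50 counts in at least 2 libraries were tested, as in the paper's methods, 15312 of 35821. The main test was edgeR's quasi-likelihood test (version 4.0.16, in R 4.3.3, with limma 3.58.1) with TMM normalization, in one fit of 6 conditions without covariates, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The paper used DESeq2; here DESeq2 (version 1.42.0) was an alternative. Comparisons were each line against WT at 1 h and at 0 h, 1 h against 0 h in WT, the mean of both lines against WT at 1 h, and the difference between the heat response of a line and that of WT (the interaction). The comparison of CS2 with CS3 at 1 h was added after the data were seen. CPM values use TMM-adjusted library sizes, and fold changes are on the log2 scale. Single genes were also compared with exact two-sided permutation tests; 3 libraries against 3 cannot give a p-value below 0.1.

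The test was checked on counts drawn for the real genes: of 200 genes changed by known folds 182 (91%) were called, 100 of 100 with a 4-fold and 82 of 100 with a 2-fold change, while 8 of 13665 unchanged genes were called, and an unchanged comparison gave 0 calls among 13865 genes. Because both lines are compared with the same WT libraries, lines without any change were simulated in the same way, 10 times. Alternatives set before the data were examined were DESeq2, scaling by library size only or by upper quartile, no filter or edgeR's own filter on low counts, a minimum log2 fold change of 1 in size, a fit of only the conditions compared, the replicate number as a block, and leaving out each library in turn. Added afterwards were leaving out genes whose highest count reached 0.3 of their length, and a correction of each count for positions that can be counted once, with the share of filled positions limited to 0.95.

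Genes named in the text are those the paper names with an identifier or symbol for its heat-response loci, the genes with the largest rise and the largest fall (mean of both lines' log2 fold changes at 1 h) among genes past the threshold the same way in both lines whose libraries do not overlap with WT, and those with the largest rise and fall in the WT heat response, none of which the text goes on to name. Apart from the genes the paper names, the rule allows 2 that rose and 2 that fell because the files do not pair identifiers with names. The 5 genes that passed the threshold the same way in both lines at 0 h are named in addition, outside this rule and after their values were seen. A RefSeq gene table of the assembly SLM_r2.1 matched 0 of these identifiers; it served only to find HSFA1a, in place of the annotation or primer match first intended, by the order of the genes within 60000 bases on either side, with a tolerance of 1500 bases. An identifier that the paper prints with 1 digit fewer than the others was left out. The test of genes described as heat shock genes, which had been planned, and gene ontology tests were not run, since no gene descriptions were used here, and the lists of HSFA1a targets were not used here.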

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

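The tests of the identity and level of HSFA1a, of heat responses that are weaker across all genes and of the heat level of CS2 1 h replicate 3 were chosen only after those results were seen. The simulation of a weaker response and the test of an exchange of labels were likewise set after the counts they bear on were seen.

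HSFA1a was not lower in the libraries labelled CS2 and CS3, and its response to heat differed from that in WT in CS2, with an interaction of 0.73 on the log2 scale (adjusted p = 0.0247, edgeR). In CS3 the interaction was 0.66 and short of the threshold (adjusted p = 0.0636). That another gene was taken for HSFA1a is argued against by the gene order, which matched 14 neighbours at this gene and 8 at the next best gene. Counts held near a ceiling by duplicate removal are argued against by the highest HSFA1a count, 0.0701 of the gene's span, a length that includes introns. Reads from the hairpin transgene counted on HSFA1a stay open: the mean excess over WT at 1 h was 40.4 CPM, and counts per gene do not show on which part of the gene it lies. At 0 h, where no excess was seen, a lower level of the native transcript and reads of the transgene might also offset each other, which these counts cannot show. An exchange of WT and line labels at one of the times and not at the other is argued against by the 5 genes that differed from WT the same way in both lines at 0 h. In their mean log2 CPM, with the sign of the 0 h difference, every 1 h library of the lines lay above every WT library, by at least 1.91, where such an exchange would have turned the order round. An exchange at both times would keep that order and is not excluded by this value. The design also leaves open that the plants sequenced differed from those in which the paper describes a lower HSFA1a level, and no such explanation was tested.

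The response to heat differed from that in WT for 3026 genes in CS2 (1594 higher, 1432 lower) and 1571 genes in CS3 (760 higher, 811 lower), by the interaction test. Other splits were fitted on the 12 libraries of WT and the line alone, where the real one gave 3510 genes for CS2 and 1144 for CS3. Of 100 splits drawn, the real one included, 3 gave as many genes for CS2 (3715 at most) and 6 for CS3 (2135 at most). For CS3 the share of splits is thus not under 0.05. The median of the other splits was 0 genes for each line. Labels were dealt separately at 0 h and at 1 h. A split that changes only the 0 h labels keeps the difference between WT and the line at 1 h. Such splits can give many genes, so that these shares cannot decide whether an interaction arose by chance. The count for CS3 also moved with single libraries, to 966 without WT 0 h replicate 3, 987 without WT 1 h replicate 3 and 989 without CS3 1 h replicate 3. Against WT at 1 h, 1 of the 10 splits of the 6 libraries gave as many genes for CS2 and for CS3 alike, and the same held at 0 h for each line and for the heat response in WT; 10 splits cannot give a share under 0.1. For the mean of both lines 1 of the 84 splits of 9 libraries gave as many genes, with 604 against 5149 in the next largest. For genes lower in both, higher in both, and induced in WT and lower in both, it was 1 of 100 splits each. In the fit of these libraries the next came close: 1628 against 1680 lower, 1391 against 1426 higher, and 756 against 804 induced and lower. Splits of this kind could keep the WT libraries together and exchange only libraries between the lines. Such a split keeps the difference from WT, so that the near values cannot show that other groupings come close.

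Many genes differed from WT at 1 h and few at 0 h. The 1 h libraries hold fewer counts than the 0 h libraries, and with every library thinned to the smallest total 4230 genes differed in CS2 and 2962 in CS3 at 1 h, against 5 and 16 at 0 h, which argues against depth as the reason. Without genes whose highest count reached 0.3 of their length, 3518 genes differed in CS3 at 1 h and 31 at 0 h. Whether the spread between replicates played a part was not tested. The orthogonal slope of the heat response against that of WT was 0.887 in CS2 and 0.945 in CS3. It follows the first principal component of both responses and is not a regression slope. In 10 simulations of lines without change it was 0.986 to 1.01. In the simulated weaker lines described below it was 0.677 to 0.691 for CS2 and 0.785 to 0.798 for CS3. Across genes, the response correlated with that of WT with r = 0.728 in CS2 and 0.812 in CS3. A weaker response across all genes as the whole source is argued against: 373 of the 2902 genes changed the same way in both lines lay further from their WT 0 h level than WT did at 1 h. Simulated lines that carry out the WT heat response at the mean level of CS2 (0.680) and CS3 (0.787), and differ in nothing else, gave 0 such genes in each of 10 simulations, and at most 2 at an unadjusted p under 0.05 in both lines. They gave 122 to 166 genes nearer to that level than WT, where 1396 were observed. A weaker response as a contribution stays open. Whether it would come from HSFA1a, from the background of the lines or from a smaller dose of heat in those plants was not tested.

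CS2 and CS3 differed from each other at 1 h in 360 genes (160 higher in CS2, 200 lower). Of the 10 splits of these 6 libraries 1 gave as many genes, the smallest share this design allows being 0.1. The count was 89 without CS2 replicate 2, 106 without CS3 replicate 2, 116 without CS2 replicate 3 and 167 without CS3 replicate 3. Solyc09g074475 was among the genes that differed, lower in CS2 than in CS3 by a log2 value of -2.44 (adjusted p = 0.00131, edgeR), with all 3 CS2 libraries below all 3 CS3 libraries. Its counts reach 0.211 of its length at most, and with a correction for positions counted once its log2 fold change against WT was -3.12 in CS2 and -0.58 in CS3, so that a ceiling on counts may narrow the contrast but does not make it. The lines differ in their transgenic event, which remains open and was not tested.

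Among 22 groups of 6 libraries examined (each pooling both lines at one time), 2 held a library far from the others, and chance gives about 1 in 20, here 1.1. Replicate 3 of CS2 at 1 h had a total count of 3669618, against at most 2334560 in the other 1 h libraries of the lines, and in the paper's Supplementary Data 4 also the lowest share of reads aligned more than once, 18.52%. A library of unheated plants is argued against by its level on the WT heat response, 0.614 on a scale where WT is at 0 before and 1 after heat, against 0.651 to 0.806 in the other 1 h libraries of the lines. Without it, 4382 genes differed between CS2 and WT at 1 h. Replicate 2 of CS3 at 0 h had the highest share of reads aligned more than once in its group, 34.53% (the paper's value). Across genes it also correlated less with replicates 1 and 3 (r = 0.910 and 0.876) than these did with each other (r = 0.961). Among the 0 h libraries, its difference from the others of its condition had the largest SD, 0.595 on the log2 scale. A partial heat response is argued against: across genes, its difference from the other CS3 0 h libraries had r = -0.0100 with the WT heat response. Without it, 34 genes differed between CS3 and WT at 0 h and 1938 in the interaction of CS3. What raised that share of reads was not tested, and no biological explanation was tested for either library.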

How the results depend on the processing

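At 1 h the counts of genes that differed between each line and WT, were lower in both lines, or were induced in WT and lower in both stayed within 1.5 times under DESeq2, both other scalings, both other filters on low counts, a fit of only the conditions compared, the replicate block, and both alternatives chosen after seeing the data. The exception was a minimum log2 fold change of 1 in size, which by its construction keeps fewer genes: 3226 for heat in WT, 1707 for CS2 and 1236 for CS3 against WT at 1 h, 1448 for the mean of both lines, 1627 and 877 for the interactions of CS2 and CS3, 126 for CS2 against CS3, 410 lower in both lines, 507 higher in both, and 198 induced in WT and lower in both.

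The small counts at 0 h moved most. For CS2 and CS3 against WT at 0 h, where edgeR gave 8 (5 higher, 3 lower) and 35 (21 higher, 14 lower), DESeq2 gave 25 (12 higher, 13 lower) and 128 (54 higher, 74 lower), and testing all genes with at least 1 count gave 35 and 97. For CS3 at 0 h, scaling by library size only gave 23, and a fit of only the libraries compared gave 1. The cause was not tested. The balance of genes lower and higher in both lines at 1 h (1472 and 1430) also turned, to 1362 and 1594 with upper quartiles, 1400 and 1422 with DESeq2, 1191 and 1258 without CS2 replicate 2, and 1265 and 1281 without WT replicate 2, besides the minimum fold change above. At an unadjusted p under 0.05, 538 and 1976 genes differed in CS2 and CS3 at 0 h.

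Scaling by library size only or by upper quartile moved the median log2 fold change of all genes for heat in WT by -0.14 and -0.11. The split of that comparison, 3701 higher and 3862 lower with TMM, became 2685 and 4766 with library size only and 2872 and 4583 with upper quartiles, so that its balance of directions depends on the scaling. HSFA2 in CS3 at 1 h reversed from -0.02 to 0.0069 with upper quartiles, with adjusted p-values between 0.682 and 0.997 over its alternatives.

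With each library left out in turn, the counts ranged from 6305 to 7041 genes for heat in WT, 3845 to 4520 for CS2 and 2436 to 3224 for CS3 at 1 h, 3 to 8 for CS2 and 13 to 38 for CS3 at 0 h, 2150 to 3002 for the interaction of CS2 and 966 to 1938 for that of CS3, 3714 to 5183 for the mean of both lines, 89 to 517 for CS2 against CS3, 1021 to 1480 lower in both lines, 930 to 1283 higher in both, and 516 to 755 induced in WT and lower in both. WT 1 h replicate 3 gave the lowest count for CS3 at 1 h (2436) and for genes higher in both lines (930), and WT 0 h replicate 3 for CS2 and CS3 at 0 h (3 and 13) and the interaction of CS3 (966).

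HSFA1a kept its direction and its adjusted p-value under 0.05 in both lines at 1 h under every alternative run for single genes. The minimum log2 fold change of 1 in size was not among these. Across the fits that each left out 1 library, its log2 fold changes lay between 0.50 and 0.70 in CS2 and 0.60 and 0.82 in CS3. At 0 h it ranged from -0.067 to 0.188 in CS3, reversing without CS3 replicate 1, and from -0.19 to -0.01 in CS2. HSFA2 in CS2 at 1 h ranged from -0.86 to -0.43 and lost significance in 4 of these fits, and in CS3 it ranged from -0.147 to 0.085, changing sign without CS3 replicate 3, WT replicate 1 or WT replicate 2. The interaction of HSFA2 ranged from -0.54 to 0.20 in CS2 and from -0.47 to 0.13 in CS3, reversing without replicate 1 of CS2 and replicate 2 of CS3 at 0 h, and that of Solyc09g074475 in CS2 from -1.57 to 2.08, reversing without replicate 1 of CS2 at 0 h, which holds all 4 counts of this gene in CS2 at 0 h. Solyc09g074475 against WT at 1 h stayed past the threshold in CS2 and short of it in CS3.

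The replicate numbers were not taken to pair the libraries: deviations of libraries with the same number correlated between -0.399 and 0.411 over 45 pairs of libraries, with a median of 0.0237, against 0.0173 for different numbers. Single comparisons went further: for CS2 against WT at 0 h the same numbers had a median of 0.264 (0.0259 to 0.336) against -0.118 for different numbers, for CS3 against WT at 0 h 0.0505 (0.027 to 0.385) against -0.0445, and for heat in WT 0.114 (-0.0955 to 0.134) against 0.0303. In none of them was each of the 3 values over 0.1. With the replicate number as a block, 8 genes differed in CS2 and 29 in CS3 at 0 h, 1459 were lower in both lines and 713 were induced in WT and lower in both, and no count moved by over 1.5 times. Of the alternatives chosen after seeing the data, leaving out genes whose highest count reached 0.3 of their length gave 1398 genes lower in both lines and removed the 3 genes of Fig. 4f that were lower in CS2, and the correction for positions counted once gave 1574. HSFA2 has no value under the former. The planned test of genes described as heat shock genes was not run. Depth limits the comparisons at 0 h of heat-induced genes, which hold few counts there.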

Differences from the paper's values

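The legend of Fig. 5c gives the paper's number of down-regulated genes as 280. In the counts analysed here 1472 genes were lower in both lines than in WT at 1 h, and 718 of them were induced by heat in WT. With a minimum log2 fold change of 1 in size, these became 410 and 198, within 1.5 times of the paper's number; none of the other alternatives set before the data were examined came within 1.5 times of it.

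The paper describes both lines as carrying a construct that lowers HSFA1a expression (Supplementary Fig. 23). In the RNA-seq counts HSFA1a was higher than WT at 1 h in both lines, with log2 fold changes of 0.60 and 0.72. At 0 h it stood at -0.13 in CS2 and 0.06 in CS3. These counts may include reads of the hairpin transgene, so that a lower level of the native transcript is not excluded.

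The paper states that HSFA2 and Solyc09g074475 depend on HSFA1 for their response to heat. At 1 h the log2 fold change of HSFA2 against WT was -0.58 in CS2 and -0.02 in CS3, with adjusted p-values (edgeR) of 0.0302 and 0.952. No setting that was run called it in CS3, and in CS2 it lost significance in 4 of the fits without a single library. Its highest count was 0.57 of its length, so that duplicate removal may have understated both fold changes. A lower level of HSFA2 in CS3 is thus not excluded. For Solyc09g074475 the values were -2.95 in CS2 and -0.51 in CS3, with adjusted p-values of 7.4e-06 and 0.232, and no setting called it in CS3, where the lowest adjusted p-value was 0.0578. The interaction with heat was past the threshold for neither gene in either line. Both genes held few counts at 0 h, at most 16 per library for HSFA2 and 7 for Solyc09g074475. With so few counts this test had little power, and its result cannot decide whether the responses depend on HSFA1.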

Other observations

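The tests of duplicate removal and of a lasting difference between the plants at 0 h were chosen only after values of those genes were seen, and the test of Solyc12g042430.2 alone was added after the test of all 5 genes had come out at 4.

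Counts of short, heat-induced genes stopped near the length of the gene. In 45 genes the mean raw count over the WT 1 h libraries was at least 0.7 of the gene's length (median length 564 bases, against 4220 for all tested genes), and 39 of these were induced in WT. Their median variance-to-mean ratio between the WT 1 h libraries was 0.241, and it lay under 1, below the noise of independent reads, in 35 of the 45. For other genes with the same counts the ratio was 4.26. This is consistent with removal of PCR duplicates from single-end reads, by which a start position is counted once. In all, 1069 tested genes reached 0.3 of their length, 453 of them induced in WT, and fold changes of such genes may be understated; 21 genes exceeded their own length in some library.

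The log2 fold changes of CS2 and CS3 against WT at 1 h correlated across genes with r = 0.847. The shared WT libraries alone are argued against as the source, since simulated lines without change reached at most 0.539. At 0 h the observed r was 0.540 and the simulated values were 0.490 to 0.533, so that at 0 h most of the correlation can arise from the shared libraries.

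Genes induced in WT made up 48.8% of the genes lower in both lines. That the WT 1 h libraries enter both comparisons accounts for part: with line effects dealt to other genes of like expression the share reached at most 33.1%. An excess above that value remains. A biological explanation for it, such as HSFA1a activity, was not separated from other differences between the lines and WT. Counts on HSFA1a were not lower in these libraries, and the level of its native transcript stays open.

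At 0 h, 5 genes passed the threshold the same way in both lines: Solyc06g063330.3, Solyc12g087830.2, Solyc07g022910.3, Solyc09g075680.1 and Solyc12g042430.2, named here after their values were seen. Solyc06g063330.3 had 0 counts in all 6 libraries of the lines at 0 h and 42 to 60 in WT, at least 20.7-fold lower in CS2 and 18.0-fold lower in CS3. Solyc12g087830.2 was lower (log2 fold changes -2.81 in CS2 and -2.94 in CS3), and Solyc07g022910.3 was higher (4.07 and 3.99). The WT libraries shared by both comparisons are argued against as the source, since simulated lines without change gave at most 1 such gene in 10 simulations. A difference between the plants that heat does not remove, such as one in genetic background, would leave each of the 5 past the threshold the same way in both lines at 1 h. This was so for 4 of the 5, which argues against it for the 5 genes as a whole. The exception was Solyc12g042430.2, higher at 0 h. Its response to heat in CS2 differed from that in WT by -0.99 on the log2 scale (adjusted p = 0.0104, edgeR). Its log2 fold change against WT in CS2 at 1 h was -0.01 (adjusted p = 0.986). In CS3 it stayed higher than WT at 1 h, by 0.97 (adjusted p = 0.000793, edgeR), with an interaction of -0.26 (adjusted p = 0.553). The argument against a lasting difference thus rests on this gene in CS2. The size of the difference also changed with heat for Solyc12g087830.2 in CS2 (interaction -2.30, adjusted p = 0.00742; -0.36 in CS3, adjusted p = 0.70) and for Solyc06g063330.3 in both lines (adjusted p = 0.00929 and 0.0182; its size depends on 0 counts at 0 h). For Solyc07g022910.3 and Solyc09g075680.1 no interaction passed the threshold (adjusted p = 0.291 to 0.935). A change in size does not show that heat removed a difference, so that a lasting difference stays open for each of these 4 genes. Whether these genes mark the background of the transgenic plants or act downstream of the construct was not tested.

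The paper's locus of heat-related genes in Fig. 4f was shown in the cultivar M82, and its genes were examined here in Moneymaker. Of 8 listed genes 4 were tested, and 3 of these were induced in WT. The 3 were lower in CS2 at 1 h, with log2 fold changes down to -2.10, and 0 of the 4 were lower in CS3, also at an unadjusted p under 0.05, while 1 gene was higher in each line. In replicate 1 of CS2, Solyc06g076560.2 stood at 142 CPM, against 36.3 and 34.0 CPM in replicates 2 and 3 and 284 ± 21.7 CPM (SD, n = 3) in WT. The 3 induced genes had counts of 0.680 to 0.958 of their length in WT and 0.559 to 0.890 in CS3, near the limit set by duplicate removal, so that a lower level in CS3 is not excluded. With the correction for positions counted once, their log2 fold changes in CS3 moved from between -0.12 and -0.06 to between -0.57 and -0.30 (adjusted p = 0.272 to 0.583, edgeR), and the correction is itself limited at 0.95.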
